# Dormancy heterogeneity among *Arabidopsis thaliana* seeds is linked to individual seed size

**DOI:** 10.1016/j.xplc.2023.100732

**Published:** 2023-10-12

**Authors:** Michal Krzyszton, Sebastian P. Sacharowski, Veena Halale Manjunath, Katarzyna Muter, Grzegorz Bokota, Ce Wang, Dariusz Plewczyński, Tereza Dobisova, Szymon Swiezewski

**Keywords:** seed size, dormancy, DOG1, *Arabidopsis*

## Abstract

Production of morphologically and physiologically variable seeds is an important strategy that helps plants to survive in unpredictable natural conditions. However, the model plant *Arabidopsis thaliana* and most agronomically essential crops produce visually homogenous seeds. Using automated phenotype analysis, we observed that small seeds in Arabidopsis tend to have higher primary and secondary dormancy levels than large seeds. Transcriptomic analysis revealed distinct gene expression profiles between large and small seeds. Large seeds have higher expression of translation-related genes implicated in germination competence. By contrast, small seeds have elevated expression of many positive regulators of dormancy, including a key regulator of this process, the *DOG1* gene. Differences in *DOG1* expression are associated with differential production of its alternative cleavage and polyadenylation isoforms; in small seeds, the proximal poly(A) site is selected, resulting in a short mRNA isoform. Furthermore, single-seed RNA sequencing analysis demonstrated that large seeds resemble *DOG1* knockout mutant seeds. Finally, on the single-seed level, expression of genes affected by seed size is correlated with expression of genes that position seeds on the path toward germination. Our results demonstrate an unexpected link between seed size and dormancy phenotypes in a species that produces highly homogenous seed pools, suggesting that the correlation between seed morphology and physiology is more widespread than initially assumed.

## Introduction

Multiple plant species are characterized by heterocarpy or heterospermy, which is the production of morphologically and physiologically different types of fruits and seeds, respectively. The extent and significance of this phenomenon have been extensively analyzed and discussed in recent reviews (Matilla et al., 2005; Liu et al., 2018; Gianella et al., 2021). By contrast, most agronomically important plants, including wheat, corn, and rice, produce morphologically similar seeds. Likewise, the model plant *Arabidopsis thaliana* has visually very homogenous seeds that can nonetheless vary in physiological properties such as germination time under optimal and stress conditions (Abley et al., 2021; Batlla et al., 2022; Krzyszton et al., 2022). Seed morphological and physiological properties, including size, differ among Arabidopsis accessions (Herridge et al., 2011; Vidigal et al., 2016), enabling the identification of numerous loci affecting this feature (Krannitz et al., 1991; Herridge et al., 2011; Gnan et al., 2014; Ren et al., 2019). Moreover, both Arabidopsis seed shape and size are affected by mutations in multiple genes involved in diverse developmental and hormonal pathways (reviewed in Orozco-Arroyo et al., 2015; Li and Li, 2016). These include genes implicated in responses to hormones such as abscisic acid (ABA) (Xi et al., 2010), auxin (Liu et al., 2023), cytokinins (Riefler et al., 2005; Liu et al., 2020), brassinosteroids (Jiang et al., 2013), and ethylene (Robert et al., 2008), as well as genes that directly regulate seed development (Leon-Kloosterziel et al., 1994; Garcia et al., 2003; Robert et al., 2008; Zhou et al., 2009; Doughty et al., 2014; Cheng et al., 2018; Yu et al., 2023). Finally, Arabidopsis seed size is also affected by allocation of storage materials during seed maturation (Herridge et al., 2011; Li et al., 2022). All these previous works have demonstrated that multiple environmental and endogenous inputs influence seed size. However, combined analysis of Arabidopsis morphological and linked physiological seed variability within a single seed pool has rarely been performed (Elwell et al., 2011; Vidigal et al., 2016).

One of the physiological features shown to differentiate seeds is the level of dormancy, which is the ability to postpone germination despite favorable conditions (Nonogaki, 2019). Primary dormancy is established during seed maturation, and its variable levels allow for diversification of germination time in the seed population (Bradford, 2018). Even once initial dormancy is alleviated, imbibed seeds that encounter environmental stress may re-induce the dormant state. This secondary dormancy is crucial for the long-term survival of seeds in natural habitats (Buijs, 2020). Despite some differences, both primary and secondary dormancy depend on multiple regulatory pathways, including hormonal regulation by ABA (Buijs, 2020) and the *DELAY OF GERMINATION* (*DOG1*) gene (Bentsink et al., 2006; Buijs, 2020). Loss of *DOG1* gene expression leads to low primary and secondary seed dormancy (Bentsink et al., 2006; Buijs, 2020). Its expression is regulated on multiple levels (reviewed in Nonogaki, 2019), including the production of short and long *DOG1* transcript isoforms by alternative cleavage and polyadenylation (Cyrek et al., 2016). Both isoforms are tightly co-regulated in all tested conditions (Cyrek et al., 2016). Nevertheless, only the short isoform was shown to be functional, as it can complement the *DOG1* mutant phenotype (Cyrek et al., 2016).

Our recent work described gene expression variability in a genetically identical seed population during stress treatment (Krzyszton et al., 2022). This treatment resulted in secondary dormancy establishment in a fraction of the seeds, which was reflected by genes’ expression variability that positions the seeds on the germination–dormancy axis (Krzyszton et al., 2022). However, it is unclear whether any identified transcriptomic differences correlate with seed morphological properties. Importantly, a link between low seed mass and high dormancy was established in ecological studies when multiple plant species were compared (Venable and Brown, 1988; Volis and Bohrer, 2013; Liu et al., 2017).

Here, we asked whether relatively small differences in seed size observed within a seed pool are linked to differences in seed physiology and transcriptomic profiles in Arabidopsis. Automated seed sowing coupled with size analysis enabled us to observe that small seeds tended to have higher primary and secondary dormancy levels. To determine the molecular sources of this behavior, we performed a 3′ RNA sequencing (3′ RNA-seq) analysis and discovered that large seeds had higher expression of translation-related genes previously shown to be associated with germination potential (Buijs et al., 2020). Our results revealed that ABA-responsive genes and the *DOG1* gene have higher expression in small seeds, accompanied by *DOG1* preferential proximal cleavage and polyadenylation site selection. Finally, we performed single-seed RNA-seq analysis during and after secondary dormancy induction and observed that large seeds tend to be more similar to the dormancy-deficient *dog1-4* mutant (Bentsink et al., 2006). Moreover, the single-seed analysis indicated a correlated continuum of gene expression differences among size- and germination-related genes.

## Results

### Arabidopsis seed size is correlated with dormancy level

In our analysis of single-seed morphological characteristics, we used a recently developed Boxeed robot (Labdeers). We focused on seed size as the most basic seed morphological property (Supplemental Figure 1A). This seed feature showed close to a normal distribution in assayed seed pools, with some differences among biological replicates (*n* = 4) in the position of medians and skewness (Figure 1A; Supplemental Figure 1B). Such differences have been reported previously and may result from slight differences in growth conditions or morphology of the mother plant (Elwell et al., 2011; Herridge et al., 2011). We used freshly harvested Arabidopsis Col-0 seeds to assay primary dormancy levels (Supplemental Figure 1C) and observed that seed sizes of germinated and non-germinated seeds tended to differ in each assayed seed pool (Figure 1B). Importantly, non-germinated seeds tended to be smaller than germinated ones (Figure 1B). To further investigate the differences between small and large seeds, we used the secondary dormancy induction protocol. Uniformly germinating seeds that had already lost their primary dormancy (after-ripened) were incubated in darkness at 30°C and then transferred to permissive conditions (Ibarra et al., 2016; Krzyszton et al., 2022). This treatment resulted in inhibition of germination for 31%–72% of seeds (Supplemental Figure 1D). Notably, large seeds also showed higher germination levels in this experiment (Supplemental Figure 1E). A similar conclusion was reached when the dry seed area was assessed manually using a microscope and ImageJ software, followed by secondary dormancy induction (Schneider et al., 2012) (Supplemental Figure 1F and 1G).

**Figure 1:**
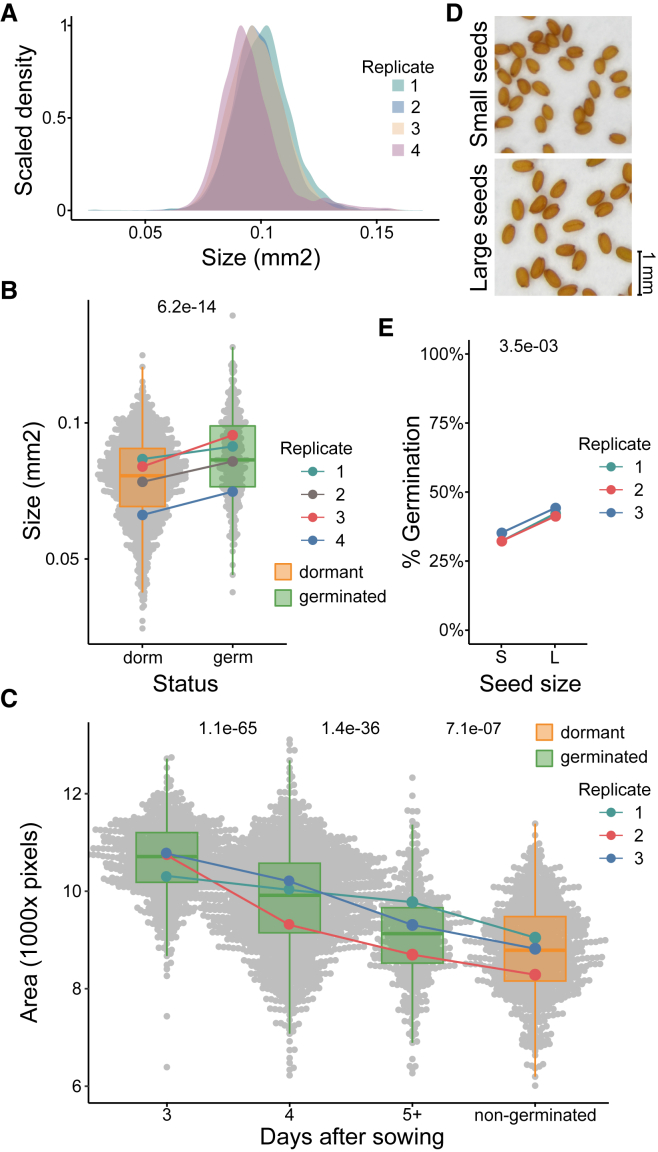
Small seeds are more dormant. **(A)** Col-0 seed size distributions of four seed pools (*n* = 3802–5491). **(B)** Size distribution of dry, freshly harvested Col-0 seeds (Supplemental Figure 1C). Mean values of seed sizes for dormant (dorm) and germinated (germ) seeds are shown as points for each of four replicates (*n* = 320–607). The *p value* of the Wilcoxon rank-sum test for comparison of seed sizes from all replicates is shown above the plot. **(C)** Seed sizes and germination days of freshly harvested Col-0 seeds. The mean values of seed sizes are shown as points for each of the three replicates. The *p value* of the pairwise Wilcoxon rank-sum test (with false discovery rate correction) for the comparison of seed sizes from all replicates is shown above the plot. **(D and E) (D)** The top 10% of the smallest and largest seeds were sorted, imaged, and tested **(E)** for germination after 7 days of secondary dormancy induction (*n* = 100). The *p value* of the two-sided paired *t*-test is shown above the plot. Seeds were sown and analyzed using a Boxeed robot. Seed germination was scored after 7 days.

Next, we assayed primary dormancy in three batches of single siliques. Siliques were collected from different plants at the same time to ensure a similar developmental stage. Germination was analyzed at a single-silique level and showed that 0% to 100% of the seeds were dormant. Importantly, we noticed that siliques with larger seeds showed a higher germination percentage than siliques with smaller seeds (Supplemental Figure 1H). In this experiment, we also analyzed germination time recorded on subsequent days after sowing. We observed that the largest seeds tended to germinate earliest, whereas smaller seeds germinated later or not at all (Figure 1C). This was consistent with stronger dormancy of smaller seeds, as it has been proposed that germination rate is closely related to dormancy level in Arabidopsis (Soppe and Bentsink, 2020).

Finally, to confirm our observations, we used the reverse approach. We first pre-selected 10% of the smallest and largest seeds (Figure 1D; Supplemental Table 1) and then used these seed sub-pools for secondary dormancy induction. Again, small seeds turned out to be more dormant than large ones (Figure 1E). Importantly, an assessment of seed viability showed that small and large seeds had equally high chances of surviving the secondary dormancy induction treatment (Supplemental Figure 1I). Interestingly, using another pool of small and large seeds, we observed that the difference in germination percentage was also clear in the presence of ABA (Supplemental Figure 1J). This suggests that the physiological difference between small and large seeds is most likely ABA independent, as it persists despite an excess of exogenous ABA.

In summary, our results showed that smaller Arabidopsis seeds displayed higher dormancy levels when assayed for both primary dormancy and secondary dormancy induction. This suggests a close relationship between seed size and dormancy distributions among seeds.

### Small and large Arabidopsis seeds differ in transcriptomic profiles

Next, we asked whether the observed link between seed size and dormancy level was reflected in the seed transcriptomes. 

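Gene expression in dry Col-0 seeds was measured in 12 libraries, each made from 100 seeds. The seeds came from 4 seed pools, which are the biological replicates, and each pool was sorted into small, medium and large seeds, so that every size had 4 libraries. The authors reverse-transcribed the RNA with barcoded oligo(dT) primers, sequenced the 3′ ends of the transcripts, and deposited the number of reads assigned to each gene in each library, without normalization. The paper's text does not name the aligner, the genome build or the annotation behind these counts. Counts on genes ran from 554305 to 2028678 per library in small seeds (median 711431), from 873207 to 1465385 in medium seeds (median 1032523) and from 814009 to 2079317 in large seeds (median 1340828). These totals set the precision of every value, and a gene at 10 CPM (TMM-scaled counts relative to the library's total) was read from only a few counts in the shallowest libraries. After edgeR's filter on low counts, 8234 genes were tested. Library sizes were scaled by the TMM method, and each pair of sizes was compared over 4 libraries against 4 by edgeR's quasi-likelihood test, with p-values adjusted by the Benjamini-Hochberg method over the tested genes and a false discovery rate (FDR) of 0.05 as the threshold. All 12 libraries were fitted together, without a term for the seed pool. The tests were two-sided. A positive log2 fold change stands for higher expression in the smaller of the compared sizes, and expression per library is given in CPM, with its SD over the 4 libraries of a size.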

Using the automated Boxeed system, we sorted seeds into small-, medium-, and large-size pools and performed 3′ RNA-seq. This method of transcriptomic analysis was selected because it is very time efficient and cost effective (Krzyszton et al., 2022). A principal-component analysis (PCA) plot of the 3′ RNA-seq results showed that the first principal component recapitulated seed size (Figure 2A), suggesting that size strongly influences the seed transcriptome. 

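The principal components were computed from the 500 most variable genes after DESeq2's rlog transformation. The first component held 65.9% of their variance and the second 9.58%. Along the first component, the libraries of small seeds had a mean of -7.84 ± 2.43 (SD, n = 4), those of medium seeds 1.56 ± 2.2 and those of large seeds 6.28 ± 0.703. The libraries of the sizes did not overlap. The highest of the small seeds was at -5.72, the medium seeds ran from -0.968 to 4.39, and the lowest of the large seeds was at 5.44. Each pair of sizes differed by an exact two-sided permutation test (p = 0.0286, the smallest p that 4 libraries against 4 allow). Large and small seeds were 14.1 apart. This distance moved most with edgeR's log2 CPM in place of rlog, to 24.6 on that scale, where the order of the 3 sizes was the same and the exact p was also the smallest possible.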

As expected, the largest number of differentially expressed genes was identified when extreme seed sizes were compared (248 and 611 up- and downregulated genes, respectively; false discovery rate <0.05) (Supplemental Figure 2A; Figure 2B; Supplemental Dataset 1). 

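Between small and large dry seeds, 1209 of the tested genes differed, 695 of them higher in small seeds and 514 higher in large seeds. Their log2 fold changes ran from -2.31 to 3.73, with medians of 0.66 among the genes higher in small seeds and -0.86 among those higher in large seeds, and 337 genes changed by more than 1 on this scale in either direction. Small and medium seeds differed in 289 genes (193 higher in small seeds and 96 in medium seeds), and medium and large seeds in 12 genes, all higher in medium seeds. At an unadjusted p under 0.05 the 3 comparisons held 2344, 1381 and 564 genes. DESeq2's Wald test called 859, 245 and 12 genes. Between small and large seeds, the direction with more genes depended on the processing. With upper-quartile scaling in place of TMM, 503 genes were higher in small and 703 higher in large seeds. With DESeq2, 611 were higher in small and 248 higher in large seeds. Of the 1209 genes, 800 were also called by DESeq2, none in the opposite direction. Among the alternatives, the count between small and large seeds moved most when every library was thinned to the counts of the shallowest, to 326 genes, an alternative chosen after seeing the data. Without replicate 3 of the small seeds, which had the most counts of its size, 750 genes were called, and 665 of them were among the 1209. The count between small and medium seeds fell to 125 without replicate 4 of the medium seeds and to 141 without replicate 3 of the small seeds. The count between medium and large seeds was 5 without replicate 2 of the medium seeds or replicate 3 of the large seeds, 6 without replicate 1 or 2 of the large seeds, and 26 without replicate 4 of the medium seeds. With a term for the seed pool it was 24. Among called genes with a mean of at least 10 CPM and one direction of change in all 4 seed pools, the 3 largest changes toward small seeds were those of *ATS3* (AT5G07190) at 3.73 (SE 0.24, FDR 1.1e-15), AT3G60730 at 3.15 (FDR 1.3e-08) and *SESA2* (AT4G27150) at 3.05 (SE 0.19, FDR 2.7e-16). *ATS3* measured 177 ± 48.4 CPM (SD, n = 4) in small and 14.9 ± 6.59 CPM in large seeds. The largest toward large seeds were those of AT1G11300 at -1.95 (FDR 8.5e-06), AT1G04360 at -1.91 (FDR 4.3e-04) and AT1G73020 at -1.84 (FDR 1.6e-04). AT1G11300 and AT1G04360 had at most 11 counts in any library of small seeds, and with the libraries thinned to one depth their FDR was 0.074 and 0.057.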

Only a few genes were unique to the comparison between the extremes and the medium-sized seeds (Supplemental Figure 2A). 

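Of the 289 genes that differed between small and medium seeds, 276 also differed between small and large seeds, all in the same direction. The remaining 13 were called only between small and medium seeds. All 12 genes called between medium and large seeds were among those called between small and large seeds. In total 1222 genes were called in at least 1 comparison, and 931 of them only between small and large seeds. The comparisons of small seeds with medium and with large seeds share the libraries of the small seeds, which by itself makes their calls overlap. In 20 simulations of counts with no difference between any sizes, the overlap between the 1209 and the 289 genes of lowest p was 144 genes on average (132 to 157).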

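For the 1209 genes that differed between small and large dry seeds, the mean log2 CPM of the medium seeds was placed relative to those of the small and large seeds. It lay between them for 93.3% of the genes (95% Wilson interval 91.7% to 94.6%, which covers only the number of genes, since genes are not independent), for 93.5% of the genes higher in small seeds and 93.0% of those higher in large seeds. Among the 7025 genes not called, the share was 45.6%. Choosing the genes on libraries of small seeds that also enter the comparison raises the share without any difference, and in the simulations with no difference between sizes it was 69.0% on average (66.5% to 71.1%). From small to medium seeds, 99.8% of the 1209 genes changed in the direction of their call, where the simulations gave 89.8% (88.6% to 91.3%), and from medium to large seeds 94.5%. At the median gene, medium seeds had covered 65.6% of the distance from small to large seeds. With the genes of Supplemental Dataset 1, of which 828 were tested, the share in between was 95.4%.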

Interestingly, gene expression profiles showed a gradual decline or increase in gene expression when medium-size seeds were included (Figure 2B). 

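No Gene Ontology terms were tested here, and genes annotated as ribosomal proteins stood in for the terms on translation. Of these, 254 were expressed in dry seeds at the depth of the libraries. Their median log2 fold change, small minus large, was -0.38, and 14.6% of them were higher in small seeds, against a median of -0.01 over all tested genes. The camera test of limma, with its preset correlation between genes of 0.01, gave a two-sided p of 1.1e-13 for the set. Under fry the p was 1.1e-04 and with the correlation estimated from the data 0.0090. On their own, 65 ribosomal protein genes were called higher in large seeds and 3 higher in small seeds. The largest changes toward large seeds among the called members had that direction in all 4 seed pools, in AT1G15250 at -1.88 (FDR 0.0062) and AT5G22440 at -1.70 (FDR 9.9e-04). Both had at most 9 counts in any library of small seeds. AT1G15250 was past the threshold in edgeR and not in DESeq2, where its log2 fold change was -1.72 (FDR 0.053, and 0.0024 to 0.15 over the alternatives). Without replicate 3 of the small seeds, its log2 fold change was -1.13 (FDR 0.15). Upper-quartile scaling moved the median of the set most, to -0.46, and moved the median of all genes to -0.09.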

Notably, Gene Ontology (GO) term analysis revealed that genes with higher expression in large seeds were enriched in many terms involved in translation, whereas genes with higher expression in small seeds were enriched in terms related to abiotic stress response, proteolysis, and seed storage materials (Supplemental Figure 2B and 2C). We noticed that genes differentially expressed between small and large seeds showed similarities to genes affected during secondary dormancy induction (Krzyszton et al., 2022). In that experiment, gene expression analysis among single seeds identified two co-expressed gene groups: one group with increased expression in seeds that were more advanced toward germination and a second group characteristic of seeds with higher dormancy levels. Based on these genes lists, we created a transcriptional germination competence index showing the position of a single seed on the supposed germination path (Krzyszton et al., 2022). Here, we showed that large seeds were characterized by high expression values of genes associated with germination competence, whereas small seeds showed high expression of genes linked to seed dormancy (Figure 2C). 

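The gene lists of the earlier study were not used here. The co-expressed clusters 1 and 2 that this study reports in Supplemental Dataset 2 were tested in their place. The study formed these clusters on single seeds, not on the dry seed libraries. Of the 492 genes of cluster 1, whose expression rises toward germination, 351 were tested in dry seeds. Their median log2 fold change, small minus large, was -0.39, with 88 called higher in large seeds and 12 higher in small seeds (camera, two-sided p 1.9e-12). Of the 146 genes of cluster 2, linked to dormancy, 133 were tested, with a median of 0.15 and 35 called higher in small seeds and 4 higher in large seeds (camera, two-sided p 5.1e-07). Under fry the p was 9.8e-05 for cluster 1 and 2.2e-06 for cluster 2, and with the estimated correlation 0.0065 and 7.1e-04. With upper-quartile scaling the medians were -0.47 and 0.07, on the same sides of 0. When each library of small or large seeds was left out in turn, the median of cluster 1 stayed between -0.41 and -0.36 and that of cluster 2 between 0.13 and 0.17.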

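Seed storage and late embryogenesis abundant (LEA) genes were collected from the annotation as albumins, cruciferins, oleosins and LEA proteins. Of these, 47 were tested in dry seeds, with a median log2 fold change, small minus large, of 0.23 and a mean of 0.44. The median gene stood 0.24 above the median of all genes. On their own, 20 were called higher in small seeds and 2 higher in large seeds. The set differed by camera (two-sided p 7.1e-14), and it also did under fry (p 1.3e-05) and with the correlation estimated from the data (p 0.0026). The 3 called members with the largest change toward small seeds were *SESA2*, *SESA1* (AT4G27140) and the LEA gene AT3G02480. *SESA2* measured 5607 ± 1854 CPM (SD, n = 4) in small seeds, 1580 ± 328 CPM in medium seeds and 683 ± 192.4 CPM in large seeds. *SESA1* measured 4591 ± 2087 CPM in small and 758 ± 97.6 CPM in large seeds, a log2 fold change of 2.6 (FDR 1.6e-14). AT3G02480 measured 1187 ± 597 CPM in small and 229 ± 48.9 CPM in large seeds, a log2 fold change of 2.38 (FDR 2.2e-12). Its value in replicate 3 of the small seeds, 2075 CPM, was far above the other three. All 3 genes were higher in small seeds in all 4 seed pools. Storage and LEA genes together took 22.9% to 26.8% of the counts in libraries of small seeds and 15.0% to 17.4% in those of large seeds.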

Finally, a closer examination of genes whose expression was affected by seed size (Supplemental Dataset 1) revealed enrichment of mRNAs related to seed storage materials and ABA-induced desiccation tolerance in small seeds. Also, several well-described regulators of seed biology were expressed in a size-dependent manner. These included genes with higher expression in large seeds: the *CYP707A2* ABA degradation enzyme (Kushiro et al., 2004), *AHG3* and *HAI2* phosphatases that negatively regulate the ABA response (Yoshida et al., 2006; Bhaskara et al., 2012), the *PYL12* ABA receptor (Zhao et al., 2020), and *RDO5*, a dormancy regulator (Xiang et al., 2014). 

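All 5 genes were higher in large dry seeds in each of the 4 seed pools. The *CYP707A2* gene (AT2G29090) measured 23.4 ± 6.82 CPM (SD, n = 4) in small seeds, 41.4 ± 11.5 CPM in medium seeds and 49.5 ± 7.99 CPM in large seeds. Its log2 fold change, small minus large, was -1.19 (SE 0.24, FDR 4.4e-04), from 11 to 23 counts per library in small seeds. The phosphatase genes changed less, with log2 fold changes of -0.81 for *AHG3* (AT3G11410, FDR 0.0021) and -0.95 for *HAI2* (AT1G07430, FDR 2.0e-04). *AHG3* measured 63.7 ± 12.9 CPM in small and 106 ± 17.1 CPM in large seeds, and *HAI2* 66 ± 18.1 CPM in small and 120 ± 7.65 CPM in large seeds. The receptor gene *PYL12* (AT5G45870) had the largest change of the 5, at -1.79 (SE 0.31, FDR 4.3e-05), and the fewest counts, 3 to 19 per library of small seeds. It measured 9.41 ± 2.98 CPM in small, 30.3 ± 11.4 CPM in medium and 36.8 ± 10.5 CPM in large seeds. *RDO5* (AT4G11040) measured 69.5 ± 20.6 CPM in small, 123 ± 21.3 CPM in medium and 153 ± 19.8 CPM in large seeds, a log2 fold change of -1.22 (SE 0.18, FDR 1.8e-06). All 5 genes also differed between small and medium seeds, and none differed between medium and large seeds. When each library of small or large seeds was left out in turn, all 5 stayed past the threshold, with the highest FDR, 0.038, for *AHG3*. With the libraries thinned to one depth, *CYP707A2* was at -0.98 (FDR 0.060, and 2.3e-05 to 0.060 over the alternatives) and *AHG3* at -0.87 (FDR 0.066, and 1.2e-04 to 0.066 over the alternatives).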

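The *DOG1* gene (AT5G45830) measured 117 ± 22.7 CPM (SD, n = 4) in small dry seeds, 65.0 ± 20.3 CPM in medium seeds and 49.1 ± 3.26 CPM in large seeds. Its log2 fold change, small minus large, was 1.27 (SE 0.17, FDR 4.3e-07), from 52 to 204 counts per library of small seeds and 44 to 112 counts per library of large seeds. *DOG1* also differed between small and medium seeds, by 0.89 (FDR 7.5e-04), and not between medium and large seeds (0.38, FDR 0.69). When each library of small or large seeds was left out in turn, its log2 fold change stayed between 1.18 and 1.36. Among the medium seeds, replicate 1 measured 95.5 CPM and the other three at most 55.6 CPM. The kinase gene *SnRK2.2* (AT3G50500) measured 93.1 ± 11.5 CPM in small, 60.3 ± 8.03 CPM in medium and 49.9 ± 4.96 CPM in large seeds, a log2 fold change of 0.92 (SE 0.16, FDR 3.8e-05). *PYL5* (AT5G05440) measured 74.6 ± 16.9 CPM in small and 42.9 ± 8.06 CPM in large seeds, a log2 fold change of 0.69 (SE 0.18, FDR 0.0077). *DOG1*, *SnRK2.2* and *PYL5* were higher in small than in large seeds in all 4 seed pools, and *SnRK2.10* (AT1G60940) in 3 of the 4. *SnRK2.10* measured 350 ± 65.2 CPM in small and 252 ± 30.0 CPM in large seeds, a log2 fold change of 0.50 (SE 0.13, FDR 0.0085). It was no longer past the threshold without replicate 3 of the small seeds (0.37, FDR 0.078) or without replicate 3 of the large seeds (0.42, FDR 0.061). With the libraries thinned to one depth, its log2 fold change was 0.52 (FDR 0.093, and 0.0014 to 0.093 over the alternatives) and that of *PYL5* 1.07 (FDR 0.092, and 7.3e-04 to 0.092 over the alternatives).

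**Figure D1:**
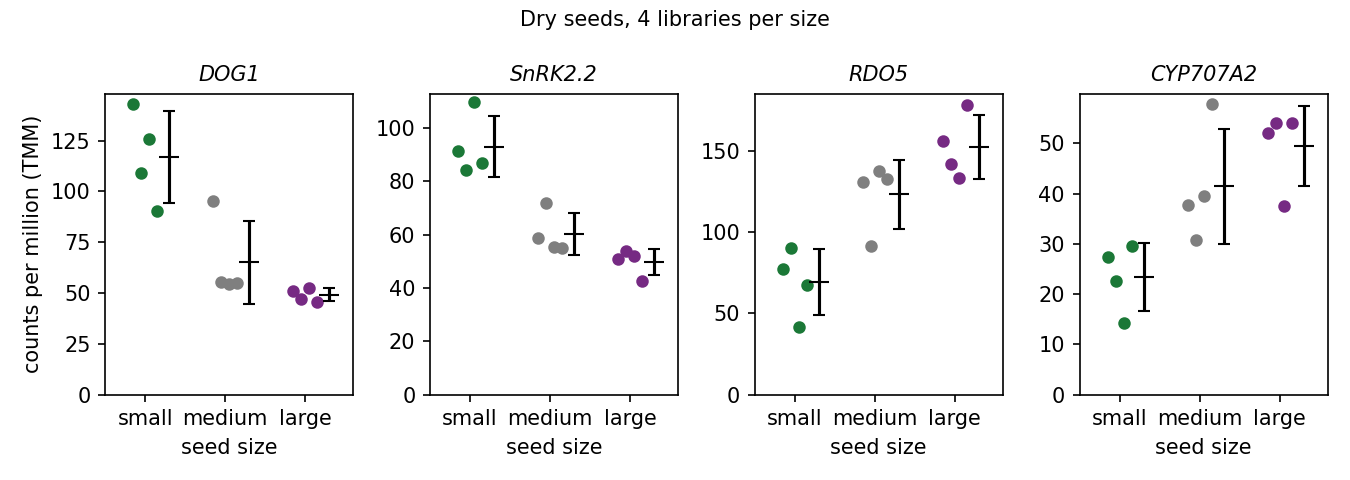
Expression of *DOG1*, *SnRK2.2*, *RDO5* and *CYP707A2* in dry seeds, as TMM-scaled CPM on the vertical axes, by seed size. Points are the 4 libraries of each size and bars the mean with its SD, and every library of small seeds lies above every library of large seeds for *DOG1* and *SnRK2.2* and below for *RDO5* and *CYP707A2*.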

At the same time, small seeds were characterized by higher expression of the *PYL5* ABA receptor (Zhao et al., 2020), the *SnRK2.2* and *SnRK2.10* kinases, which are positive regulators of the ABA response (Fujii et al., 2011), and, most notably, *DOG1*, a key seed dormancy regulator in Arabidopsis (Footitt et al., 2020; Batlla et al., 2022) (Figure 2D). Many of these genes are involved in ABA-regulated functions, consistent with the reported role of ABA in seed germination and dormancy control (Nonogaki, 2019; Buijs, 2020). We confirmed the differences in expression of selected genes between small and large seeds using RT–qPCR and found that seven out of eight showed changes consistent with those observed in the 3′ RNA-seq data (Supplemental Figure 2D).

**Figure 2:**
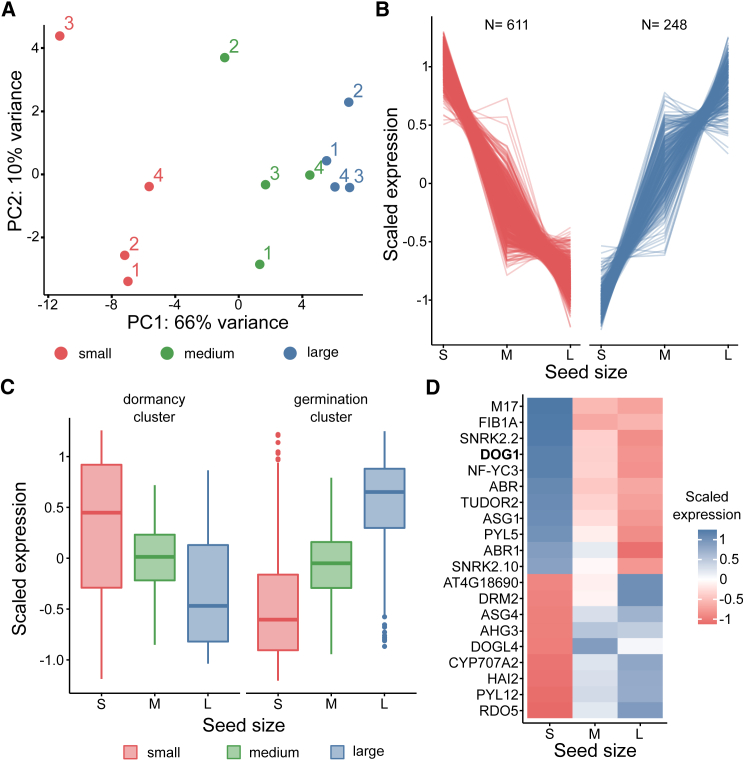
Small and large seeds differ in transcriptome profiles. **(A)** PCA plot (DESeq2, rlogTransformation) for sequenced libraries showing the first two principal components (PCs). PC1 values are positively correlated with the size of the seeds used for library preparation. Numbers above the points denote biological replicates. **(B)** Differentially expressed genes (DESeq2, adjusted *p* <0.05) between small and large seeds show a gradual change in expression through medium-size seeds. Expression was scaled before plotting; N, number of affected genes. **(C)** Seed size is linked to the expression of dormancy- and germination-related gene groups (Krzyszton et al., 2022). The level of normalized gene expression among small, medium, and large seeds is shown using boxplots. Boxplot whiskers show a 1.5 interquartile range; outliers are marked with dots. **(D)** Selected seed biology-related genes show differences in expression between seeds of different sizes. The heatmap shows the average normalized and scaled expression of four biological replicates.

### *DOG1* expression is correlated with seed size

Among the genes with altered expression, *DOG1* is tightly and quantitatively linked with dormancy changes. The *DOG1* gene is a well-known quantitative trait locus (QTL) and genome-wide association study candidate for seed dormancy (Bentsink et al., 2006; Kerdaffrec et al., 2016). *DOG1* expression is correlated with dormancy among *A. thaliana* accessions (Chiang et al., 2011), when seeds are matured in different temperatures (Kendall et al., 2011), and during seed dormancy cycling in soil (Footitt et al., 2020). In agreement with these findings, *dog1* mutant heterozygous seeds show a level of dormancy intermediate between that of the wild type and the homozygous mutant (incomplete dominance) (Fedak et al., 2016). As a result, *DOG1* gene expression is tightly linked with dormancy, such that even minor changes in its expression are reflected in the phenotype (Bentsink et al., 2006; Kerdaffrec et al., 2016). Although this has not been explored extensively for other genes involved in dormancy control whose expression was affected in our RNA-seq experiment, none of them have been reported to show such a strong expression correlation with dormancy level. For these reasons, we focused here on exploring the cause of *DOG1* differential expression and its role in establishing dormancy differences between seeds of various sizes.

Alternative cleavage and polyadenylation of *DOG1* pre-mRNA results in the production of long and short mRNA isoforms that have been shown to be co-regulated during development and in response to an external environmental stimulus (Cyrek et al., 2016). Here, examination of 3′ RNA-seq profiles revealed that low levels of *DOG1* mRNA in large seeds were associated with decreased expression of the short isoform, whereas levels of the long isoform were unchanged or slightly increased (Figure 3A) (Cyrek et al., 2016). Consequently, the ratio of isoform levels changed with seed size (Figure 3B). Using isoform-specific RT–qPCR analysis, we confirmed that small seeds showed high levels of proximally polyadenylated *shDOG1* mRNA, whereas long *DOG1*, which results from distal poly(A) site selection, was unaffected (Figure 3C). The fact that small seeds were more dormant and showed higher expression of the short, proximally polyadenylated *DOG1* isoform agrees with the notion that *shDOG1* is responsible for production of the functional DOG1 protein (Cyrek et al., 2016). The long *DOG1* mRNA isoform has been shown to be alternatively spliced, and this splicing is controlled by Pol II processivity (Dolata et al., 2015; Cyrek et al., 2016). However, we did not observe strong differences in long *DOG1* mRNA splicing isoform ratios between small and large seeds (Supplemental Figure 3A).

**Figure 3:**
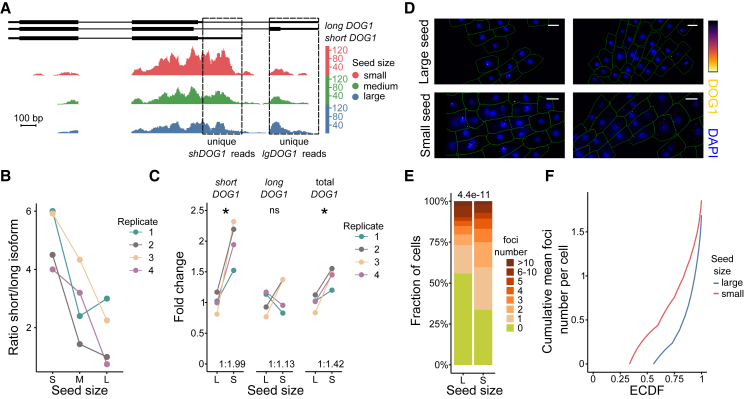
*DOG1* expression differentiates seeds of different sizes. **(A)** 3′ RNA-seq reads at the *DOG1* locus. Replicates of libraries for seeds of different sizes were combined, normalized, and plotted using the Integrated Genome Browser. Selected *DOG1* isoforms are shown, with boxes marking regions used to estimate expression of isoforms. **(B)** Ratio of short and long *DOG1* mRNA isoforms differentiates small and large seeds. The ratio of read counts for two regions from **(A)**. Each of the four biological replicates is shown (S, small; M, medium; L, large). **(C)** RT–qPCR analysis of total *DOG1* transcript levels and those of its main isoforms in four replicates of large and small Col-0 seeds. Fold change relative to the average value for large seeds is shown for each transcript. ∗ *p* <0.05; ns, non-significant (paired *t*-test). Ratios of isoform levels are shown above the x axis. *UBC21* mRNA was used as a reference. **(D)** z stack max-projection images of smFISH for *DOG1* RNA. The “Inferno” color scale is used for the intensity of fluorescence from the Quasar670 fluorophore (*DOG1*). The blue color shows DAPI fluorescence (nuclear staining). Scale bar, 20 μm. **(E)** Bar plot showing the number of *DOG1* transcripts per cell based on the smFISH experiment. Pearson’s chi-squared test *p value* is shown above the plot. **(F)** Plot of the empirical cumulative distribution function of cumulative mean foci number.

We also performed a single-molecule fluorescence *in situ hybridization (*FISH) (smFISH) analysis of *DOG1* transcripts in embryonic root tips (Montez et al., 2023) from small and large seeds (Figure 3D; Supplemental Figure 3B). This enabled us to observe that small seeds were characterized by a larger fraction of cells with detectable *DOG1* transcripts compared with large seeds (Figure 3E). Interestingly, a few outlier cells from root tips of large seeds had many *DOG1* transcripts, which made the mean number of *DOG1* transcripts per cell comparable between small and large seeds (Figure 3F).

Our analysis of dormancy-deficient *dog1-4* knockout mutant seeds did not reveal any significant changes in absolute seed size or seed size distribution compared with Col-0 (Supplemental Figure 3C). In agreement with published work (Krzyszton et al., 2022), the low dormancy of *dog1-4* mutant seeds was manifested in higher germination rates after secondary dormancy induction compared with wild-type seeds (Supplemental Figure 3D). Despite the overall low dormancy level of the *dog1-4* seeds, the remaining *dog1-4* seeds that did enter dormancy showed a skew toward small size (Supplemental Figure 3E). This difference was much less significant than that for wild-type seeds, presumably owing to the inability of most *dog1* mutant seeds to enter dormancy (Supplemental Figure 3D).

To conclude, our transcriptomic data showed that *DOG1* and other dormancy-related factors were differentially expressed across the seed population in a seed-size-dependent manner (Figure 2D), which suggested that seed size and dormancy levels are linked in Arabidopsis seeds. 

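Within the seed pools, *DOG1* was higher in small than in large dry seeds by 1.46, 1.18, 1.23 and 0.96 on the log2 scale, in pools 1 to 4. In this conclusion the paper names the higher level of *DOG1* in small seeds and the size-dependent expression of other dormancy-related factors. From these differences it proposes a link between seed size and dormancy in Arabidopsis. Its germination tests had already found smaller seeds more dormant. It also examined *DOG1* by RT–qPCR, by its isoforms and by smFISH.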

Only partial loss of dormancy in both large and *dog1* mutant seeds (Supplemental Figure 3D) agrees with previous works that revealed DOG1-independent contributors to dormancy control (Nakabayashi et al., 2012; Footitt et al., 2017, 2020). Moreover, the phenotype of *dog1-4* mutant seeds (Supplemental Figure 3C) showed that changes in dormancy may not influence seed size. This could reflect the fact that dormancy appears during the late stages of seed maturation after seed size has already been established. Importantly, dormancy levels can be modified by seed exposure to the environment (for example, during secondary dormancy establishment), whereas seed size is a stable value and that may blur even strong initial correlations.

### Large seeds resemble *dog1* mutant seeds

To confirm the contribution of *DOG1* to seed size-related transcriptomes, we used our recently developed single-seed RNA-seq method (Krzyszton et al., 2022). In this approach, multiple single seeds originating from the same pool are subjected to low-coverage RNA-seq. Given the relatively narrow distribution of seed sizes in a seed pool, we decided to sequence 96 pre-selected small and large seeds from the Col-0 plant, which allowed us to avoid sequencing only the most common medium-sized seeds and thus increased the stringency of our analysis. This experiment was performed in parallel with the single-seed RNA-seq of Col-0 and *dog1-4* seeds during secondary dormancy induction published previously (Krzyszton et al., 2022). Both small/large and Col-0/*dog1-4* seeds were treated together and harvested on the third day (3d) of secondary dormancy induction and after 24 h of recovery following 7 days of induction (7d + 24h). 

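Small and large Col-0 seeds were sequenced one by one at both time points. For each size and time point 96 seeds were collected in 3 libraries of 32 barcoded seeds, giving 384 seeds in 12 libraries. The authors deposited the number of reads assigned to each gene in each seed, without normalization, together with the number that fell outside the annotated genes. The paper's text names neither the aligner nor the annotation. Counts on genes ran from 18555 to 245157 per seed (median 74285) in small seeds at 3d, from 3962 to 189336 (median 73259) in large seeds at 3d, from 10168 to 463684 (median 134462) in small seeds at 7d + 24h and from 39789 to 453451 (median 128786) in large seeds at 7d + 24h. Of the annotated genes, 12078 had a mean of at least 1 count per seed. As in the paper, genes whose Pearson correlation with the intergenic reads was over 0.3 in any condition were removed. The paper words this filter on numbers of reads. Here the correlation was taken between the gene's share of the counts on genes and the intergenic share of a seed, which left 6754 genes. On raw counts the same rule left 435. The genes kept held a median of 18.3% of a small seed's counts at 3d and 37.7% at 7d + 24h, and 18.4% and 42.4% of a large seed's. To compare small with large seeds, the counts were summed over the 32 seeds of a library, and the 3 libraries of one size were tested against the 3 of the other by edgeR's quasi-likelihood test with TMM scaling. The library is the replicate in this test, and CPM are taken of the counts on the genes kept. Values of single seeds are those of sctransform in Seurat, computed on the genes kept.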

Single-seed library 3′ RNA-seq preparation, sequencing, and data analysis were also performed together for both experiments. 

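Across all 384 single seeds of both sizes, reads outside annotated genes made up 9.79% of the reads counted, 11.0% at 3d and 9.10% at 7d + 24h. In single seeds this intergenic share ran from 3.69% to 48.1%, with a median of 10.6%. A further 0.256% of the reads were ambiguous between genes. The number of genes detected per seed ran from 1830 to 16794, with a median of 11585.5. Fewer than 20000 counts on genes were found in 6 seeds.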

Quality controls of small and large seed libraries (Supplemental Figure 4A) showed a relatively low number of intergenic reads, pointing to the high quality of the library preparation (Supplemental Figure 4B). 

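Relations between the first 2 principal components and the sequencing of each seed were computed within each of the 4 conditions (96 seeds each), since the conditions form separate groups of seeds. With the log10 of the counts on genes, the first component had a Pearson's r of -0.67 in small seeds at 3d, -0.88 in large seeds at 3d, 0.52 in small seeds at 7d + 24h and 0.59 in large seeds at 7d + 24h. Spearman's rho was -0.69, -0.88, 0.36 and 0.56. Each r had a permutation p of 1e-05, the smallest that 100000 permutations can give, in two-sided tests. With each library's mean removed, r was -0.63, -0.88, 0.52 and 0.58. Without the 2 seeds farthest from the median count, r was -0.64, -0.87, 0.63 and 0.58. With the number of genes detected, r was -0.50, -0.84, 0.52 and 0.56, and with the intergenic share 0.34, 0.64, -0.36 and -0.85. In total 24 relations were computed, 12 for each component. All 12 of the first component stayed below 0.05 after Benjamini-Hochberg adjustment. For the second component, each of the 3 measures stayed below it in 3 of the 4 conditions. The largest r of the first component corresponds to 77.9% of its variance within a condition. With every seed thinned to 20000 counts, an alternative chosen after seeing the data, r between the first component and the original counts was 0.25 in small seeds and 0.00 in large seeds at 3d, and 0.53 and 0.45 at 7d + 24h.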

Positions of seeds on the PCA plot (Supplemental Figure 4C) were not determined by the intergenic read content, total number of sequenced reads, or number of identified genes (Supplemental Figure 4D–4F). Similar conclusions were also reached for Col-0 and *dog1-4* libraries (Krzyszton et al., 2022), validating the experimental approach. However, the expression of *DOG1* in imbibed seeds (Bentsink et al., 2006) was below the detection threshold of the single-seed RNA-seq method, and *DOG1* expression could not be assayed directly (Krzyszton et al., 2022).

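At 3d, 181 seeds (94.3%) had at least 1 count of *DOG1* (AT5G45830), with 1228 counts in total, and at 7d + 24h 118 seeds (61.5%), with 335 counts. The correlation of its share with the intergenic share of a seed reached 0.53 within a condition, so *DOG1* was among the genes removed by the filter. Set against the intergenic counts of the same libraries, *DOG1* had 0.645 ± 0.383 (SD, n = 6 libraries) counts per 1000 intergenic counts at 3d and 0.121 ± 0.0437 at 7d + 24h (exact two-sided permutation test, p = 0.00216, the smallest p that 6 libraries against 6 allow). Between small and large seeds, the values were 0.517 and 0.773 at 3d (exact two-sided permutation test, n = 3, p = 0.5, where 0.1 is the smallest possible) and 0.0899 and 0.152 at 7d + 24h (p = 0.1), where all 3 libraries of large seeds lay above all 3 of small seeds. In a fit without the intergenic filter, the log2 fold change of *DOG1*, small minus large, was -0.64 at 3d (SE 0.44, FDR 0.64) and -0.25 at 7d + 24h (FDR 0.82). The libraries of one size differed widely at 3d, from 23.1 to 96.3 CPM of all counts on genes in small and from 43.5 to 155 CPM in large seeds.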

The PCA plot showed that the seeds were grouped according to treatment. 

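On the sctransform values, the first principal component held 38.3% of the variance of the genes kept and the second 6.48%. The libraries at 3d had a mean of -36.4 ± 3.62 (SD, n = 6) along the first component and those at 7d + 24h 36.4 ± 11.0, a distance of 72.9 (exact two-sided permutation test, p = 0.00216, the smallest p possible for 6 libraries against 6). No seed at 7d + 24h lay below the highest seed at 3d, which was at -7.54. With log counts per 10000 in place of sctransform values, the distance was 39.8 on that scale and no seeds overlapped either.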

Interestingly, the grouping of seeds from the 7d + 24h time point showed a comet-like shape, with a long tail of seeds protruding from the main seed group (Figure 4A). 

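The tail was taken as the third group of a Ward clustering of the seeds on the first 10 principal components. At 7d + 24h it held 7, 14 and 4 of the 32 seeds in the 3 libraries of small seeds and 10, 10 and 13 in those of large seeds. This made 26.0% ± 16.0 (SD, n = 3) of small seeds and 34.4% ± 5.41 of large seeds. The difference of 8.33 percentage points was smaller than the spread between the libraries of small seeds (exact two-sided permutation test, p = 0.5, where 0.1 is the smallest possible, so that this test cannot reach 0.05). It moved most without replicate 3 of the small seeds, to 1.56, and without replicate 2 of the small seeds, to 17.2. With k-means clustering it was 11.5.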

To facilitate analysis of single-seed grouping, we prepared t-distributed stochastic neighborhood embedding (tSNE) visualization, which showed close associations of Col-0 with small seeds and *dog1-4* with large seeds at both time points (Figure 4B). 

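Small and large seeds were compared at each time point over 3 libraries against 3. At 3d 22 of 6754 genes differed, 14 higher in small seeds and 8 higher in large seeds. At 7d + 24h 93 genes differed, 53 higher in small and 40 higher in large seeds. At an unadjusted p under 0.05 there were 716 and 1124 genes. DESeq2 on the same library sums called 35 and 122 genes, 21 and 86 of them among the 22 and 93. Taking single seeds as replicates, as in the paper's Wilcoxon test, gave 71 and 274 genes. A term for the library number gave 53 and 301 genes, 21 and 93 of them among the 22 and 93. Without the filter on intergenic reads 58 and 396 genes were called, 87 of the latter among the 93. The counts moved most with this filter on raw counts, chosen after seeing the data, to 0 and 1 of the 435 genes it left. Both counts rested on single libraries. At 3d, 7 genes were called without replicate 2 of the large seeds, 11 without replicate 2 of the small seeds, 38 without replicate 1 of the large seeds and 50 without replicate 3 of the small seeds. At 7d + 24h, 14, 196 and 46 genes were called without replicates 1, 2 and 3 of the small seeds, and 35, 9 and 15 without replicates 1, 2 and 3 of the large seeds. In each of these 6 fits fewer genes were higher in small than in large seeds, 22.2% to 49.5% of those called, against 57.0% with all libraries. The lists of Supplemental Dataset 2 hold 64 genes at 3d, of which 57 were tested here, all with a change in the direction the paper gives. Of these, 15 were called over all genes tested and 54 when adjusted over the list alone. At 7d + 24h, 217 of the 252 listed genes were tested, all in the paper's direction, with 48 called over all genes and 183 when adjusted over the list alone. Because the study chose these lists on the same seeds, the counts over the lists alone are not independent evidence. At 3d the genes of lowest FDR toward small seeds were *FHL* (AT5G02200), *GAI* (AT1G14920) and *GA2OX2* (AT1G30040). *FHL* measured 401 ± 64.2 CPM (SD, n = 3) in small and 47.2 ± 7.60 CPM in large seeds, a log2 fold change of 3.10 (SE 0.19, FDR 1.6e-07). *GAI* changed by 2.37 (FDR 7.0e-05) and *GA2OX2* by 1.90 (FDR 1.2e-04), and *RGA1* (AT2G01570), listed near the top in the paper's dataset, by 1.95 (FDR 3.3e-04). Toward large seeds these were *STO* (AT1G06040) at -1.46 (FDR 8.1e-04), AT5G59770 at -1.65 (FDR 0.0063) and *ATH13* (AT5G64940) at -1.49 (FDR 0.012). The FDR of AT5G59770 was 0.056 without replicate 2 of the large seeds, and that of *ATH13* lay between 0.050 and 0.078 without replicate 1 or 2 of the small or replicate 2 or 3 of the large seeds. At 7d + 24h *TPS8* (AT1G70290) changed by 1.87 (FDR 7.2e-04), *ACR1* (AT5G65890) by 1.31 (FDR 9.2e-04) and AT4G33467 by 1.27 (FDR 0.0043, or 0.054 without replicate 2 of the large seeds). AT3G60290 changed by -2.29 (FDR 4.6e-06), AT2G29670 by -1.58 (FDR 7.2e-04) and *SIP1* (AT1G55740) by -1.29 (FDR 0.0032). Of the genes listed first in the paper's dataset at 7d + 24h, *KUOX1* (AT5G07480) changed by -2.85 (FDR 0.0032) and *UBQ10* (AT4G05320) by -0.67 (FDR 0.010). *EXL5* (AT2G17230) changed by -0.83 (FDR 0.46) and was called with single seeds as replicates (-1.35, Bonferroni-adjusted p 9.5e-17 of the Wilcoxon test) or with a term for the library number (-0.87, FDR 0.0099), while its FDR reached 0.784 over the alternatives. The FDR of *UBQ10* was 0.088 without replicate 1 of the small seeds, 0.065 without replicate 2 of the large seeds and 0.093 without replicate 3 of the large seeds. With each seed thinned to 20000 counts, *STO*, AT5G59770, *ATH13*, *TPS8*, *ACR1* and AT2G29670 were not past the threshold. For every gene named at either time point, all 3 libraries of one size lay above all 3 of the other, which chance gives for 10% of genes in a comparison of 3 against 3.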

To verify these pairwise similarities, we performed differential gene expression analysis between Col-0 and the *dog1* mutant as well as small and large seeds (Supplemental Figure 5A; Supplemental Dataset 2). 

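The lists of genes that the study called between Col-0 and *dog1-4* seeds, a knockout mutant of *DOG1*, were tested as sets between small and large seeds. The study called these lists on other seeds than the small and large seeds. At 3d, 78 genes higher in Col-0 were tested, with a median log2 fold change, small minus large, of 0.33, and 87.2% of them were higher in small seeds (camera, two-sided p 1.1e-30). At 7d + 24h, 423 such genes had a median of 0.30, and 95.5% were higher in small seeds (p 6.0e-39). The 487 genes higher in *dog1-4* at 7d + 24h had a median of -0.25, and 6.57% were higher in small seeds (p 1.6e-32). These 3 sets also differed under fry, with p of 0.017, 0.0073 and 0.019, and with the correlation estimated from the data, with p of 0.034, 0.038 and 0.039. When the libraries were regrouped with the sizes mixed, camera p still reached 2.9e-28, 1.4e-24 and 3.1e-29 for these sets. The small camera p therefore do not measure how well the difference repeats over 3 libraries. The 59 genes higher in *dog1-4* at 3d had a median of -0.07, and 42.4% were higher in small seeds (camera, p 0.029). For this set the p was 0.36 under fry and 0.44 with the estimated correlation. Its camera p was 0.32 without replicate 1 of the small seeds (median 0.00), 0.51 without replicate 2 of the small seeds (median 0.01, with a mean of -0.05) and 0.15 without replicate 2 of the large seeds (median -0.04). Leaving out the genes that the study also lists between small and large seeds moved the medians to 0.23 and -0.03 at 3d and to 0.25 and -0.20 at 7d + 24h. With each library left out in turn, the other three kept their direction and a camera p under the threshold. The median of the genes higher in Col-0 then ran from 0.20 (without replicate 1 of the small seeds) to 0.48 (without replicate 3 of the small seeds) at 3d and from 0.27 to 0.35 at 7d + 24h, and that of the genes higher in *dog1-4* at 7d + 24h from -0.33 to -0.17.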

Our observations revealed that the extent of affected genes in both conditions (3d and 7d + 24h) was very similar for both Col-0 and small seeds and *dog1-4* and large seeds (Figure 4C). These results supported the observed phenotypic similarity between large wild-type seeds and *dog1* mutant seeds and suggest that low expression of *DOG1* in large seeds is an important factor in shaping their transcriptome.

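Of the 14 genes called higher in small seeds at 3d, 10 were on the study's list of genes higher in Col-0, and of the 8 higher in large seeds 1 was on its list of genes higher in *dog1-4*. At 7d + 24h these overlaps were 28 of 53 and 26 of 40. No gene was on the list of the opposite direction at either time point. The paper sets the genes shared by small and Col-0 seeds, and by large and *dog1-4* seeds, beside the similar phenotypes of large wild-type and *dog1* mutant seeds. From the shared genes, the paper proposes low *DOG1* expression as an important factor behind the transcriptome of large seeds.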

**Figure 4:**
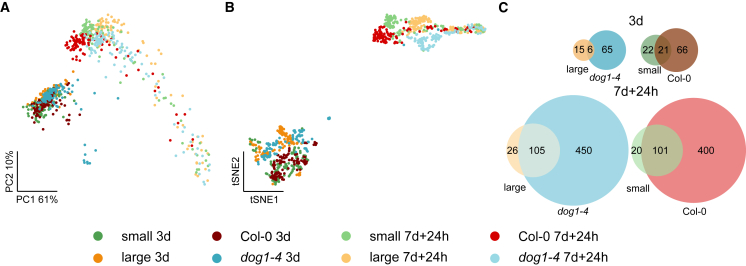
Single-seed RNA-seq reveals similarities between large seeds and *dog1-4* mutant seeds. **(A)** PCA plot (Seurat with sctransform normalization) of seed transcriptomes shows that seeds are grouped by condition. Seeds from the 7d + 24h condition are grouped according to seed size/genotype, with a mixture of seeds in the tail. **(B)** t-distributed stochastic neighborhood embedding plot (Seurat) of seed transcriptomes revealed the grouping of small/Col-0 and large/*dog1-4* mutants seeds for both 3d and 7d + 24h time points. **(C)** Overlaps of affected genes in differential expression analysis (Seurat FindMarkers Wilcoxon rank-sum test; adjusted *p* <0.05; |log_2_FC| > log_2_(1.2)). Comparisons confirm similarities between small and Col-0 seeds and between large and *dog1-4* mutant seeds for both 3d and 7d + 24h time points. Numbers in Venn diagrams show the number of genes in each intersection.

### Size- and germination-related genes show similar expression patterns among single seeds

Hierarchical clustering of seeds revealed three major groups: one consisting of 3d-treated seeds, one containing the 7d + 24h-treated seeds that formed the “head of the comet”, and a separate group with seeds from the “tail of the comet” (Supplemental Figure 5B). 

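Ward clustering of all 384 seeds on the first 10 principal components into 3 groups gave 1 group with all seeds at 3d and no other seed. The seeds at 7d + 24h fell into a head of 134 seeds, 71 small and 63 large, and a tail of 58 seeds, 25 small and 33 large. The paper used hierarchical clustering and does not give the linkage or the number of components in its text.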

Differential gene expression analysis between identified seed groups showed that translation- and ribosome-related genes were strongly expressed in the protruding tail. This observation suggests active metabolism and conceivably represents the gradual advancement toward germination of these seeds compared with those in the second seed cluster of the 7d + 24h time point (Supplemental Figure 5C–5E; Supplemental Dataset 2). 

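The share of counts on ribosomal protein genes was compared between tail and head within each of the 6 libraries at 7d + 24h. It was 18.5% ± 0.689 (SD, n = 6 libraries) in the tail and 8.51% ± 0.375 in the head, higher in the tail in 6 of 6 libraries, by 9.40 to 11.3 percentage points (exact two-sided permutation test within libraries, p = 0.0312, the smallest p possible). Because ribosomal protein genes entered the grouping, it was repeated without them, an alternative grouping that placed 51 seeds in the tail, all among the 58. The shares were then 19.5% and 8.76%. Seeds in the tail also had more counts on genes, 210232 against 123520 on average over the libraries, and more genes detected, 14223 against 12841. Their intergenic share was lower, 7.78% against 11.0%. Each of these differences had the same direction in 6 of 6 libraries.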

A similar pattern of co-expression of germination-related genes was observed by us previously and was negatively correlated with the expression of dormancy-associated genes (Krzyszton et al., 2022) (see also Figure 2C). On the basis of these gene groups and their negative expression correlation, we constructed a transcriptomic germination competence index that recapitulates the observed dormancy-to-germination axis (Krzyszton et al., 2022).

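The clusters of co-expressed genes are used here as the study lists them, with 492, 146, 41 and 23 genes in clusters 1 to 4. After the filters, 433 genes of cluster 1 and 127 genes of cluster 2 entered the signatures. The study built the clusters on these small and large seeds together with the Col-0 and *dog1-4* seeds. Ribosomal proteins were encoded by 142 genes of cluster 1 and 1 gene of cluster 2. The signature of a cluster is the mean sctransform value of its genes in a seed.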

Here, the identification of co-expressed genes pointed to four gene clusters (Figure 5A and 5B; Supplemental Figure 6A and 6B; Supplemental Dataset 2). GO-term enrichment analysis showed that translation-related genes were the main component of cluster 1 (Supplemental Figure 7A). Consequently, cluster 1 genes showed the highest values of expression for the tail on the PCA plot (Supplemental Figure 6A). 

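At 7d + 24h the cluster 1 signature was 2.97 in the tail and 2.34 in the head, as means over the 6 libraries, and was higher in the tail in 6 of 6 (exact two-sided permutation test within libraries, p = 0.0312, the smallest p possible). Tail and head were grouped on the same seeds' values, with the genes of both clusters not left out, so this p is not independent support. With cluster 1 and ribosomal protein genes left out of the grouping, the signature was 3.00 in the tail and 2.34 in the head. Cluster 2 genes were left out of no grouping. The share of cluster 1 genes in all counts of a seed was 23.9% in the tail and 9.98% in the head. The cluster 2 signature was 1.04 in the tail and 1.72 in the head, lower in the tail in 6 of 6 libraries. As a share of all counts, cluster 2 genes had 1.55% in the tail and 1.54% in the head, higher in the tail in 2 of 6 libraries (exact two-sided permutation test, p = 0.688). The genes that passed the filters held 64.0% of all counts in the tail and 38.9% in the head, and the signatures are scaled to these genes.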

Clusters 2 and 3 showed no significant GO-term enrichment, and cluster 4 showed enrichment of genes involved in proteolytic function (Supplemental Figure 7B), which we also observed for small dry seeds (Supplemental Figure 2B). 

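Across the 96 seeds of each condition, the cluster 1 and cluster 2 signatures had a Pearson's r of -0.886 in small seeds at 3d, -0.819 in large seeds at 3d, -0.978 in small seeds at 7d + 24h and -0.980 in large seeds at 7d + 24h. Spearman's rho was -0.881, -0.791, -0.857 and -0.941. Without the 2 seeds farthest from the median of cluster 1, r was -0.881, -0.802, -0.975 and -0.979. All had a permutation p of 1e-05, the smallest that 100000 permutations can give (two-sided). Within single libraries, r ran from -0.983 to -0.794, and with each library's mean removed it was -0.965 over all seeds. In the family of 32 relations between signatures or indices, 4 by condition and 12 by library for each pair of measures, every one was below 0.05 after Benjamini-Hochberg adjustment. The study chose both clusters on the co-expression of these seeds. The relation moved most with the scaling of the counts. With log counts per 10000 of the genes kept, r over all seeds was -0.549 with library means removed, and r in large seeds at 3d was 0.398. With log counts per 10000 of all genes, chosen after seeing the data, these values were -0.151 and 0.250, and r in the other three conditions was -0.463, -0.357 and -0.335. With the signatures taken from separate random parts of each seed's reads, as log counts per 10000 of the genes kept, r with library means removed was -0.363. The value to set beside it is the -0.549 of all reads on that scale.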

As before (Krzyszton et al., 2022), we observed a negative correlation between gene expression levels for the two main co-expressed gene groups (Figure 5C). 

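As an approximation of the germination index of the study, which used the Vision package, the mean sctransform value of cluster 2 genes was subtracted from that of cluster 1 genes in each seed. The index was -1.02 ± 0.167 (SD, n = 3 libraries) in small seeds and -0.893 ± 0.0483 in large seeds at 3d, a difference of 0.132 (exact two-sided permutation test, p = 0.3). At 7d + 24h it was 0.810 ± 0.171 in small seeds and 1.20 ± 0.139 in large seeds, a difference of 0.387 (exact two-sided permutation test, p = 0.1). With 3 libraries against 3, 0.1 is the smallest p possible. When each library was left out in turn, the difference stayed between 0.0586 and 0.222 at 3d and between 0.310 and 0.484 at 7d + 24h. The difference at 7d + 24h moved most with log counts per 10000 of all genes, to 0.160 on that scale.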

Using these two gene groups, we created a transcriptional germination index as described previously (Krzyszton et al., 2022) that aligned seeds on the predicted path toward germination (Figure 5D).

**Figure 5:**
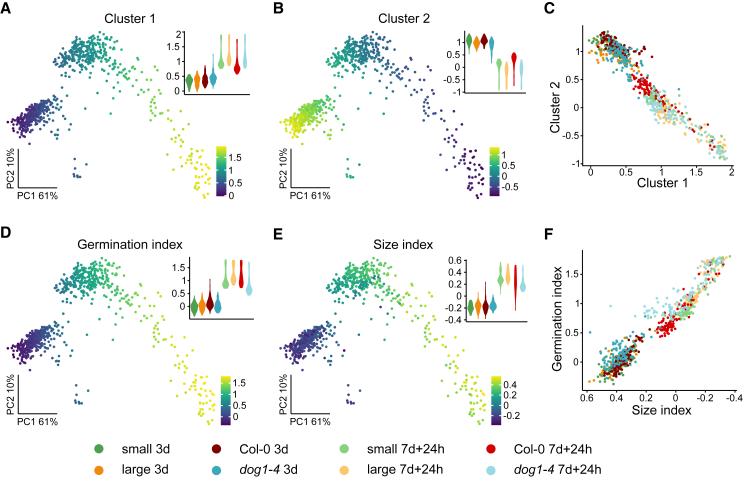
Genes affected by germination and seed size show a similar expression profile. **(A and B)** Gene expression signature values (mean normalized expression) of two main co-expressed gene groups overlaid on the PCA plot. Gene expression correlation among seeds was calculated (scran R package), and gene pairs with correlation >0.5 were used for clustering (RBGL R package). Identified groups were used to calculate signatures (Seurat AddModuleScore). The spread of signature values for each condition is shown as a violin plot. **(C)** Plot of group 1 and group 2 gene expression signature values for each seed. **(D)** Germination competence signature overlaid on PCA plot. Composite signature values were calculated using the Vision R package on the basis of the expression of cluster 1 and cluster 2 genes. **(E)** Seed size signature overlaid on PCA plot. Composite signature values were calculated using the Vision R package on the basis of differentially expressed genes between small and large seeds (mean normalized expression of genes with upregulated and downregulated expression had negative and positive input, respectively). The spread of signature values for each condition is shown as a violin plot. **(F)** Size and germination signatures are correlated across the seeds.

Using genes that were differentially expressed between small and large dry seeds (Figure 2B), we created an index reflecting gene expression changes associated with seed size (Figure 5E). This new index illustrated transcriptional similarity to large seeds. 

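The size index was computed here as the mean sctransform value of the genes called higher in large dry seeds minus that of the genes called higher in small dry seeds. After the filters, 236 of the 514 genes higher in large seeds and 266 of the 695 higher in small seeds were used. Of these, 78 were also in cluster 1 and higher in large seeds, and 33 in cluster 2 and higher in small seeds. In small seeds the index was 0.0971 ± 0.0313 (SD, n = 3 libraries) at 3d and 0.699 ± 0.0360 at 7d + 24h, and in large seeds 0.131 ± 0.00766 and 0.765 ± 0.0173. Large seeds were higher by 0.0341 at 3d and by 0.0665 at 7d + 24h (exact two-sided permutation tests, p = 0.1 each, the smallest possible). All 3 libraries of large seeds lay above all 3 of small seeds at both time points. With each library left out in turn the difference was 0.0161 (without replicate 1 of the small seeds) to 0.0446 at 3d and 0.0529 to 0.0869 at 7d + 24h. With the genes of clusters 1 and 2 left out it was 0.0204 at 3d (exact two-sided p 0.4) and 0.0266 at 7d + 24h (exact two-sided p 0.1).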

Importantly, when we applied this index to our single-seed RNA-seq data, we found that it was positively correlated with transcriptional germination competence (Figure 5F). Both germination and size index values varied between seeds, even in the same condition, supporting the view that the underlying seed heterogeneity can be assayed only using a single-seed approach. 

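The size and germination indices were correlated in each condition, with a Pearson's r of 0.624 in small seeds at 3d, 0.814 in large seeds at 3d, 0.921 in small seeds at 7d + 24h and 0.920 in large seeds at 7d + 24h (permutation p 1e-05 each, the smallest possible, and 1.1e-05 after Benjamini-Hochberg adjustment over the 32 relations). Spearman's rho was 0.647, 0.775, 0.907 and 0.911. Without the 2 seeds farthest from the median of the size index, r was 0.598, 0.780, 0.916 and 0.913. Within the 12 single libraries r ran from 0.548 to 0.961, and with each library's mean removed it was 0.857 over all seeds. None of 1000 pairs of random gene lists of the same sizes gave an r as large in 3 of the conditions, and 0.2% did in small seeds at 3d. The lists of both indices share genes. Without the genes of clusters 1 and 2 in the size index, r with library means removed was 0.324, and it was 0.20 in small seeds at 3d (permutation p 0.051), 0.428 in large seeds at 3d, 0.405 in small seeds at 7d + 24h and 0.305 in large seeds at 7d + 24h. Random lists without those genes gave an r of at least this size and of either sign in 29.1%, 0.7%, 41.9% and 56.6% of draws, and of the same sign in 6.2%, 0%, 11.7% and 15%. With the indices taken from separate random parts of each seed's reads, as log counts per 10000 of the genes kept, r with library means removed was 0.781. With all reads on that scale it was 0.831.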

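Within single libraries, the SD between seeds ran from 0.0708 to 0.155 for the size index and from 0.166 to 0.742 for the germination index. To compare this spread with the noise of counting reads, the counts of each seed were parted at random into 2 portions and the indices computed in both. Between the portions, the size index had a median r of 0.837 over the 12 libraries (0.247 to 0.958), and the germination index 0.954 (0.866 to 0.996). The counts are of reads, so copies of one molecule can fall in both portions, and the noise from sampling molecules was not measured this way.

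**Figure D2:**
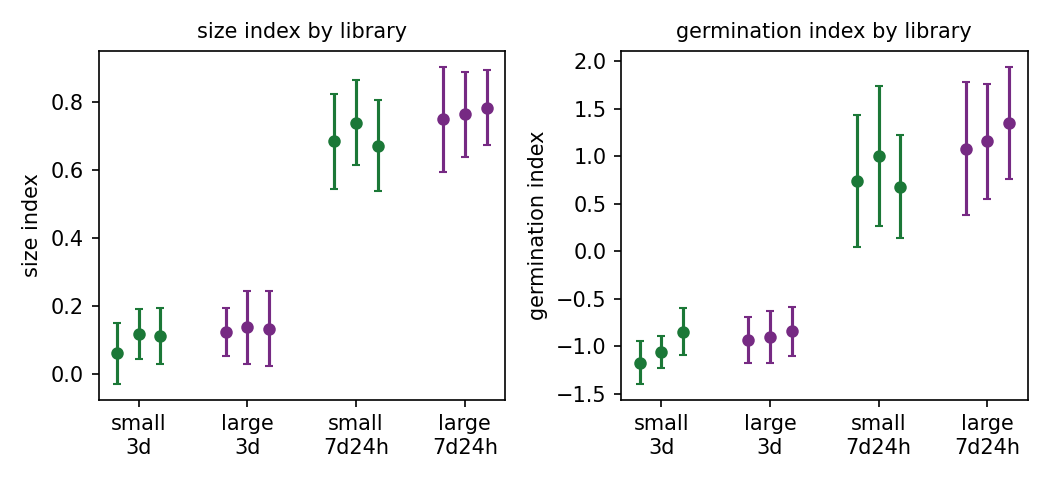
Size index and germination index, in sctransform units on the vertical axes, by seed size and time point. Points are the means of the 32 seeds of a library and bars the SD between its seeds, which reaches 0.155 for the size index and 0.742 for the germination index.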

In summary, single-seed RNA-seq revealed a gene expression gradient underlying transcriptional germination competence that was correlated with the expression of genes affected by seed size.

## Discussion

Our data showed a difference in dormancy levels between small and large Arabidopsis seeds. However, it is impossible to predict the exact seed germination percentage based on the mean seed size of the seed pool, as well as whether a specific seed will germinate based on its size. This is because a seed of a specific size in one pool may be described as large, whereas in another pool it may be positioned in the middle of the size distribution. As a result, we conclude that in a seed pool collected from a single plant, smaller seeds have a higher chance of being dormant than large ones. This suggests that the probability of germination is linked to the relative position in a seed size distribution rather than to the absolute seed size (see Figure 1A). This dependence on the seed distribution resembles population-based threshold models that have been proposed to explain non-uniform seed germination (Bradford, 2018). Based on the fact that seed sizes in the tested pools differed, we hypothesized that germination percentages in the pools would be dependent on mean seed size. Although this tendency was true for single siliques (Supplemental Figure 1H), we did not observe it so clearly for larger pools (Supplemental Figure 1C).

Seed size and dormancy levels have been shown to reflect seed maturation conditions on the mother plant (Herridge et al., 2011; Burghardt et al., 2016). The observed link between dormancy and seed size could suggest that both traits independently mirror seed maturation conditions. This may explain the lack of a strong causative connection between seed size and dormancy. Our observations show that seed size fluctuates to some extent during plant development. We measured seed sizes on primary, secondary, and lateral shoots throughout the span of Arabidopsis reproduction. We did not observe major differences in seed size originating from different shoot types (Supplemental Figure 8A), but seed size decreased slightly with time on all three shoot parts (Supplemental Figure 8B–8D). Nonetheless, the variance in seed size within each pool and between plants was much larger than that between developmental time points. Based on this observation, we anticipate that dormancy and transcriptomic differences between small and large seeds will be strongly affected by the growth conditions of the mother plant.

The relationship between seed physiology and morphology has not been extensively studied in Arabidopsis. One study showed that smaller seeds germinate more slowly than large ones when seeds are divided using sieves (Elwell et al., 2011). Also, the production of small seeds is associated with stronger dormancy among different ecotypes (Vidigal et al., 2016). However, other work did not show any strong correlations between seed size and germination under multiple conditions when a set of recombinant inbred lines was assayed (Joosen et al., 2012). Our work showed a negative relationship between seed size and dormancy levels in *A. thaliana*. This has been observed previously for only a few heterospermic species (Larios et al., 2014; Volis, 2016; Xu et al., 2017; Nemati et al., 2022). Importantly, recent work showed that dimorphic seeds from single fruit of *Xanthium strumarium* differed in *DOG1* gene expression. Consistent with our work, smaller, more dormant seeds of this species were also characterized by high *DOG1* transcript levels (Nemati et al., 2022). Moreover, it has been shown that legume species with small seeds growing in temperate climates have a higher chance of using dormancy as an ecological strategy (Rubio De Casas et al., 2017). However, a large comparison among hundreds of phylogenetically diverse species showed no or only a weak negative association between seed size and dormancy (Jurado and Flores, 2005). Moreover, there have been several reports of species with higher dormancy linked to larger seeds (Gulden et al., 2004; Mira et al., 2019). A comprehensive literature analysis revealed that seed size was related to germination in most of the assayed 91 species: 58 species showed higher germination of large seeds, and only 11 showed higher germination of small seeds (Baskin and Baskin, 2014). Nonetheless, it is not clear whether the reported differences in germination were related to seed dormancy. We assume that a relationship between seed size and dormancy is strongly affected by species ecology (including dispersal strategy) and environment.

Initially, for the physiological tests, we used seed pools that were non-invasively, automatically analyzed for morphology and sown, allowing us to correlate seed size and dormancy (Figure 1B). On the basis of this result, we pre-selected small and large seeds for phenotypic, pooled 3′ RNA-seq, and single-seed RNA-seq analysis. We decided on this approach because we observed that the relationship of seed size to seed physiology was relatively weak, especially for the center of the seed size distribution. We needed to analyze nearly 1000 seeds to observe the relationship between seed size and dormancy level (Figure 1). Moreover, the single-seed RNA-seq method is relatively noisy and less sensitive than standard RNA-seq (Krzyszton et al., 2022). For this reason, we did not directly analyze single-seed transcriptomes in relation to seed size. However, the use of pools from the extremes of the distribution enabled us to find transcriptomic patterns hidden within the phenotypic variability (Figure 2) that could then be corroborated by single-seed analysis of pre-selected small and large seeds (Figure 4).

Transcriptomic analysis revealed that differences in dormancy levels between small and large seeds were reflected in gene expression. Surprisingly, among a few hundred genes known to affect seed size, only a few showed differential expression in our experiments. This may be explained by the fact that genes that affect seed size are mostly expressed during seed development or maturation, and their transcripts have already been removed before the dry stage. Alternatively, it suggests that size variability within seed lots is controlled by additional, unknown mechanisms. Translation-related genes were highly expressed in large seeds, suggesting that such seeds are ready for germination. Concordantly, recent reports showed that expression levels of translation-related genes are an important hallmark of a decrease in seed dormancy (Buijs et al., 2020; Krzyszton et al., 2022). Genes associated with desiccation tolerance and abiotic stress response were enriched in small seeds, indicating their higher dormancy levels. We also observed different levels of ABA response regulators in small and large seeds, consistent with the well-known role of ABA as a negative regulator of seed germination (Nonogaki, 2019). Despite that, we observed similar responsiveness of small and large seeds to ABA (Supplemental Figure 1J). The observed seed-size-dependent differences in gene expression resembled the transcriptomic germination competence index that aligned seeds on the path toward germination (Krzyszton et al., 2022). We confirmed this using a single-seed RNA-seq approach, which demonstrated transcriptomic heterogeneity and a strong relationship between germination- and size-related genes. This suggests that genes whose expression level is affected by seed size have a critical role in the regulation of seed biology.

Small seeds showed higher expression of the *DOG1* gene. Notably, single-seed RNA-seq revealed that large seeds demonstrated transcriptomic similarities to *dog1* mutant seeds (Figure 4C), suggesting that *DOG1* downregulation contributed to the large seeds’ gene expression profile. Moreover, we observed a higher number of cells expressing *DOG1* transcripts in the root tips of small seeds than of large seeds. These results were consistent with a reduced overall dormancy of *dog1* mutant and large seeds. *DOG1* is a key player in dormancy control, and its expression is extensively regulated (Cyrek et al., 2016; Fedak et al., 2016; Nonogaki, 2019). *DOG1* expression is subject to alternative cleavage and polyadenylation control, among other mechanisms. Use of the proximal cleavage and polyadenylation site results in production of a short *DOG1* isoform that is sufficient for dormancy establishment (Cyrek et al., 2016). To date, neither conditions nor tissue specificity have been reported to control the selection of *DOG1* alternative cleavage and polyadenylation sites. Here we showed that, in addition to high *DOG1* expression, small seeds showed preferential selection of the proximally terminated *DOG1* isoform. This finding supports the conclusion that dormancy distribution among Arabidopsis progeny is affected by seed size and that transcriptional regulation of *DOG1* cleavage and polyadenylation site choice contributes to this mechanism. However, the observed smaller size of non-germinated *dog1* mutant seeds suggests a role for other players in linking seed size and dormancy levels.

We observed downregulation of *DOG1* and upregulation of *RDO5* mRNAs in large seeds that showed low dormancy. However, the change in *RDO5* expression was not confirmed by RT–qPCR. In contrast to the *DOG1* gene, no correlation between *RDO5* gene expression and dormancy has been reported among accessions (Kerdaffrec et al., 2016), although both DOG1 and RDO5 are positive regulators of dormancy (Xiang et al., 2014). Therefore, upregulation of *RDO5* in large, low-dormancy seeds can be explained by the fact that, apart from in *rdo5* mutants (Xiang et al., 2014), *RDO5* expression has not been reported to be correlated with dormancy strength. In addition, genetic analysis of the *rdo5 dog1* double mutant indicated a lack of additivity and a stronger effect of the *DOG1* gene (Xiang et al., 2014).

Counterintuitively, our results showed that the transcriptome of small seeds was enriched in mRNAs encoding proteins involved in the accumulation of seed storage materials (Supplemental Dataset 1). Recent work suggested a role for DOGL4 protein in the induction of seed storage- and late embryogenesis-related mRNAs (Sall et al., 2019). However, our transcriptomic results showed that *DOGL4* was downregulated in small seeds (Figure 2D), and the *dogl4* mutant has been reported to show no changes in seed dormancy (Sall et al., 2019). 

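*DOGL4* (AT4G18650) measured 40.3 ± 6.14 CPM (SD, n = 4) in small dry seeds, 63.2 ± 9.83 CPM in medium seeds and 53.6 ± 7.00 CPM in large seeds. It was lower in small than in large seeds in all 4 seed pools, with a log2 fold change, small minus large, of -0.49 (SE 0.19, FDR 0.071), which was not past the threshold. With upper-quartile scaling it was -0.57 (FDR 0.033, and 0.033 to 0.73 over the alternatives). Between small and medium seeds, its log2 fold change was -0.69 (FDR 0.029).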

A double mutant of the *CYP707A1* and *CYP707A2* ABA catabolism genes also had a higher accumulation of seed storage and desiccation-related proteins (Chauffour et al., 2019). This suggests that high ABA levels during late seed maturation stages positively regulate the allocation of seed storage materials (Chauffour et al., 2019). Importantly, ABA levels may differ substantially among individual seeds, even from the same silique (Kanno et al., 2010), and ABA is well known to inhibit germination largely independently of the DOG1 protein (Nakabayashi et al., 2012). This is in agreement with our results demonstrating the differential expression of factors involved in ABA response between small and large seeds. Interestingly, *CYP707A2* expression was upregulated in the transcriptomes of large seeds (Figure 2D). This observation corresponds to the upregulation of *CYP707A2* mRNA in the *dog1* mutant (Nakabayashi et al., 2012). A complicated interplay between ABA and DOG1 protein in seed biology and gene expression regulation has been reported (Bentsink et al., 2006; Nakabayashi et al., 2012). DOG1 protein interferes with components of the ABA signal transduction pathway (Nishimura et al., 2007; Née et al., 2017). On the other hand, *DOG1* gene expression is controlled by ABA (Yatusevich et al., 2017; Chauffour et al., 2019) and requires the ABA pathway to control primary dormancy (Bentsink et al., 2006; Dekkers et al., 2016). Consistent with these findings, the ABA and DOG1 pathways have been shown to control dormancy partially independently (Bentsink et al., 2006; Graeber et al., 2014). Therefore, we postulate that ABA and DOG1 protein can act in a complicated, partially parallel manner to contribute to the final control of the link between seed size and dormancy.

Our work demonstrates that seed pools that seem to be highly homogenous may exhibit important morphological differences that affect the basis of seed physiology. We show that this hidden heterogeneity among Arabidopsis seeds is manifested in variable dormancy levels that are linked to seed size and are underpinned by transcriptional diversity among seeds.

## Methods

### Plant material and germination assays

Col-0 and the *dog1-4* mutant (Bentsink et al., 2006) were used. To obtain seeds for experiments, plants were grown in a greenhouse under a long-day photoperiod at 22°C. For secondary dormancy induction, dry stored seed pools (stored for at least 6 months) were tested for residual primary dormancy, and seeds were then sown on plates with water-soaked blue paper. Plates were sealed with Parafilm and incubated in the dark at 30°C for 3 or 7 days. Seed recovery and germination tests were performed by placing plates in constant light at 22°C, and germination was scored after 7 days. Dormancy analysis was followed by stratification of non-germinated seeds to remove supposedly dead seeds from the analysis. Seed stratification was performed for 7 days at 4°C.

### Seed size measurements

Seed size analysis was primarily performed using the Boxeed robot with its two modes. In seed-sowing mode, two photos of the seed (with 90° angle rotation) were taken before placing the seed on the plate. Seed parameters, including seed size, were obtained using Boxeed software. An average of two measurements was used to calculate seed size by multiplying it by the squared value of the coefficient (mm/px). In seed-sorting mode, two seed photos were taken to estimate the size of the seed before placing it into a separate 1.5-ml tube. The program’s first run was performed to obtain the seed size distribution of the assayed pool, and seeds were then sorted into separate tubes on the basis of their size (Supplemental Table 1). Where indicated, additional analysis of seed size was performed using a stereomicroscope (Leica M205FA): dry seeds were placed on dry paper, and photos were taken before the seeds were soaked. Seed sizes were calculated using ImageJ software (Schneider et al., 2012). For analysis of seed sizes throughout the *Arabidopsis* life span, we used a Leica stereomicroscope equipped with an automated stage and PartSeg software (Bokota et al., 2021).

### RNA-seq analysis

Four 100-seed biological replicates were used for transcriptomic analysis of small, medium, and large dry Col-0 seeds. Parameters of Boxeed seed sorting are provided in Supplemental Table 1. RNA was isolated using a standard protocol (Meng and Feldman, 2010), treated with Turbo DNase (Thermo Fisher), and 500 ng of RNA was used for reverse transcription with 50 mM library-specific barcoded and UMI (unique molecular identifier)-containing oligo(dT) primers (Supplemental Table 2) and SuperScript III (Thermo Fisher). Libraries for 3′ RNA-seq of seed pools and for single-seed RNA-seq were prepared as described previously (Krzyszton et al., 2022). In single-seed RNA-seq, each condition consisted of 96 seeds and was divided into three Illumina barcoded pools with 32 single seeds analyzed in each. Libraries were sequenced on the Illumina NextSeq 500 system using paired-end mode to obtain 21-nt R1 (containing barcode and UMI) and 55-nt R2 (containing mRNA sequence). Bioinformatic analysis of libraries for single-seed RNA-seq was performed as described in detail in our earlier work establishing the single-seed RNA-seq method (Hao et al., 2021; Krzyszton et al., 2022) and on the accompanying GitHub web page (https://github.com/mk1859/single_seed). We excluded low expressed genes with <1 read per seed on average. We also removed genes whose read number was correlated (Pearson correlation >0.3) with the number of intergenic reads in any condition, as such reads may not reflect accurate expression levels (Krzyszton et al., 2022). The remaining 6659 genes were analyzed with Seurat software and sctransform normalization (Hafemeister and Satija, 2019; Hao et al., 2021). Analysis of seed-pool 3′ RNA-seq data was also performed as described previously (Krzyszton et al., 2022) with a few changes. In brief, libraries were analyzed as described for single-seed RNA-seq to obtain read counts for genes. To obtain the deduplicated mapped reads shown in Figure 3A and 3B, the pipeline described for analysis of Col-0 and *dog1-4* mutant seed pools was used, as it involves the use of UMItools to produce deduplicated bam files (Smith et al., 2016). GO term analysis was performed using the gprofiler2 R package (Raudvere et al., 2019). The code used for analysis of RNA-seq datasets in this work is available at https://github.com/mk1859/seed_size.

### RT–qPCR and smFISH

For RT–qPCR analysis, DNase-treated RNA was reverse transcribed using SuperScript III with a mixture of random and oligo(dT) primers. cDNA was diluted and used as a template in the qPCR reaction with LightCycler 480 SYBR Green I Master mix and the Roche LightCycler 480 instrument (primer sequences are provided in Supplemental Table 2). For fold change calculation, expression of the transcript was first normalized to mRNA of the *UBC21* (*AT5G25760*) reference gene and then to the average value calculated for large or small seeds. smFISH analysis was performed as described previously (Montez et al., 2023).

## Data and code availability

The datasets generated and analyzed during the current study are available in the GEO repository under accession number GSE203310. Single-seed RNA-seq analysis for small and large seeds was performed together with analysis of Col-0 and the *dog1-4* mutant, and these data are available under accession number GSE185033.

## Funding

This work was funded by the 10.13039/501100001870Foundation for Polish Science (TEAM POIR.04.04.00-00-3C97/16-00) and by a National Science Centre, Poland grant (SONATA BIS UMO-2018/30/E/NZ1/00354) to S.S. M.K. was supported by a National Science Centre, Poland grant (OPUS UMO-2021/41/B/NZ3/02605). T.D. was supported by Statutory city of Brno and the JIC innovation agency program Prototypuj a ověřuj. D.P. and G.B. were supported by a Polish National Science Centre grant (2020/37/B/NZ2/03757). The funding bodies had no role in the design of the study, the collection, analysis, and interpretation of the data, or the writing of the manuscript.

## Author contributions

M.K. performed RNA-seq experiments and analyzed all sequencing data. S.P.S. performed RT–qPCR analysis. V.H.M. performed the smFISH experiment. T.D., S.P.S., M.K., V.H.M., C.W., and K.M. performed seed size analysis and physiological tests. P.B. and B.G. developed PartSeg software and its plugin for seed size analysis during plant development and for smFISH analysis. S.S. supervised all experiments. S.S. and M.K. wrote the manuscript. All authors read and approved the final manuscript.

# Supplementary material for: Dormancy heterogeneity among Arabidopsis thaliana seeds is linked to individual seed size
**Source:** Plant Commun. 2023 Oct 12;5(2):100732. doi: 10.1016/j.xplc.2023.100732
**Supplement:** Document S1. Supplemental Figures 1–8

**Supplemental information**

**Dormancy heterogeneity among *Arabidopsis thaliana* seeds is linked to individual seed size**

**Michał Krzyszton, Sebastian P. Sacharowski, Veena Halale Manjunath, Katarzyna Muter, Grzegorz Bokota, Ce Wang, Dariusz Plewczynski, Tereza Dobisova, and Szymon Swiezewski**

## **Supplemental Figures**

### **Dormancy heterogeneity among *Arabidopsis thaliana* seeds is linked to individual seed size**

Michał Krzyszton, Sebastian P. Sacharowski, Veena Halale Manjunath, Katarzyna Muter, Grzegorz Bokota, Ce Wang, Dariusz Plewczyński, Tereza Dobisova, Szymon Swiezewski

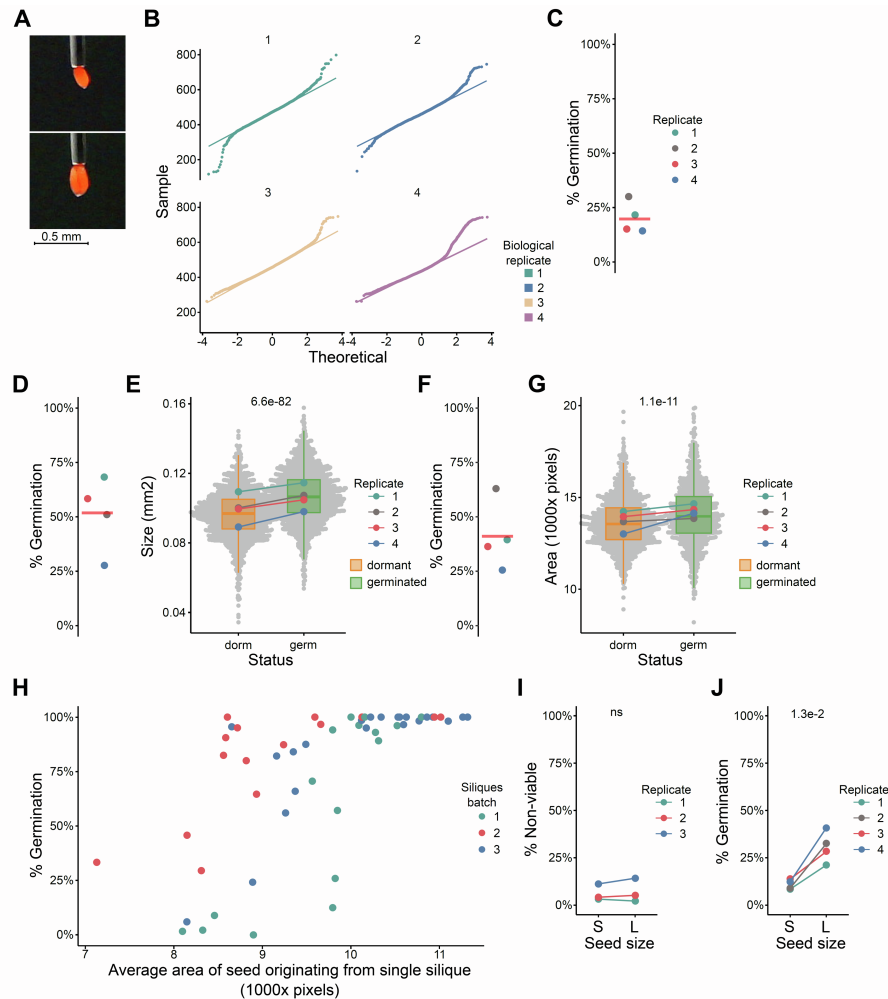

**Supplemental Figure 1.** Small seeds are more dormant. A) Examples of seeds' pictures obtained using the Boxeed robot. B) Deviations from the normal distribution of seed sizes in four seed pools from Figure 1A are shown using Q-Q plots. C) Germination of freshly harvested Col-0 seeds (n=320 to 607) was analyzed in four replicates. The red line denotes the mean value. D) Germination of after-ripened Col-0 seeds after 7 days of secondary dormancy induction (n=735 to 808) was analyzed in four replicates. The red line denotes the mean value. E) Size distribution of germinated (germ) and dormant (dorm) seeds from D. Mean values of seed sizes for dormant and germinated seeds are shown as points for each of the replicates. The p-value of the Wilcoxon rank-sum test for the comparison of seed sizes from all replicates is shown above the plot. F) Germination of Col-0 after-ripened seeds after 7 days of secondary dormancy induction. Four replicates of seed pools (n=450 to 799) were placed on the plate, photographed using a stereo microscope and seed sizes were assayed using ImageJ software. The red line denotes the mean value. G) Size distribution of germinated (germ) and dormant (dorm) seeds from F. Mean values of seed sizes for dormant and germinated seeds are shown as points for each of the replicates. The p-value of the Wilcoxon rank-sum test for seed sizes from all replicates is shown above the plot. H) Germination percentages of seeds from each silique were plotted against the average size of seeds from the siliques. I) Percentage of non-viable seeds after secondary dormancy induction treatment. Plates after scoring initial germination were placed for 7 days at 4°C after which seeds were again scored for seed germination. Seeds that did not germinate were considered non-viable. "ns" marks a lack of statistical significance (two-sided

paired t-test). J) The top 10% of the smallest and the largest seeds ( $n = 116-211$ ) from four Col-0 after-ripened seed pools were sorted and tested for germination in the presence of 0.5 mM ABA. The p-value of the two-sided paired t-test is shown above the plot. Seeds were analyzed using a Boxeed robot. Seed germination was scored after 7 days.

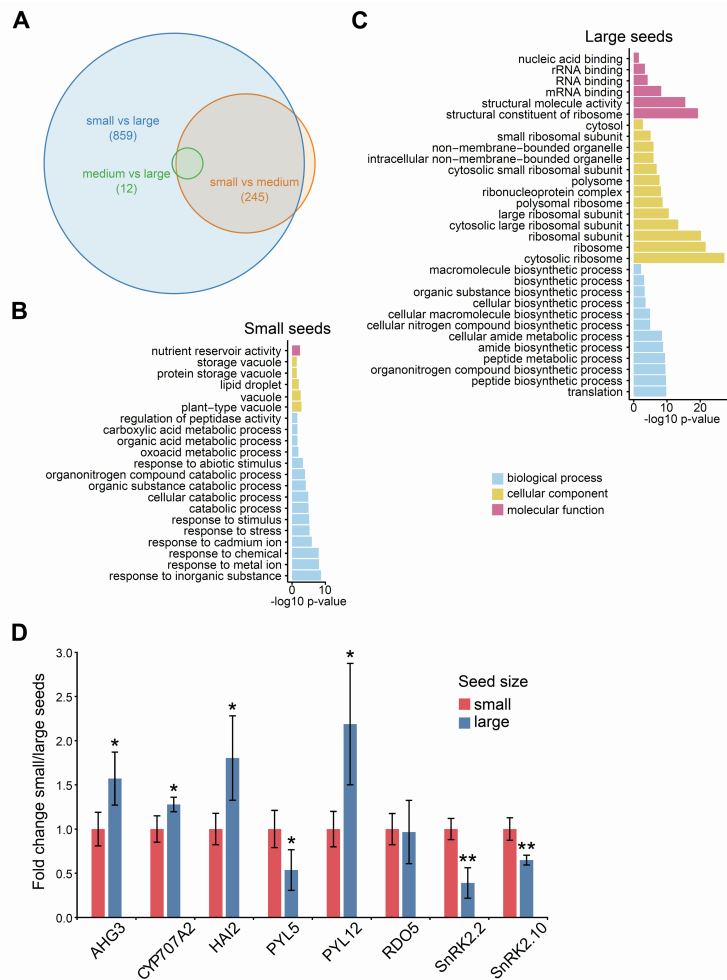

**Supplemental Figure 2.** Small and large seeds differ in transcriptome profiles. A) Differential gene expression analysis reveals that a similar set of genes is affected (DESeq2,  $\text{padj} < 0.05$ ) when small, medium, and large seeds are compared. B) and C) GO terms enriched (gprofiler2) among genes with higher expression in small and large seeds, respectively. Colors show sources of gene ontologies. D) RT-qPCR analysis (four replicas of large and small Col-0 seeds) of selected genes with expression change in 3'RNA-seq. Fold change to the average value for small seeds is shown for each transcript and error bars show the standard deviation. Asterisks denote statistical significance (t-test): \*  $p\text{-value} < 0.05$  and \*\*  $p\text{-value} < 0.01$ . *UBC21* mRNA was used as a reference.

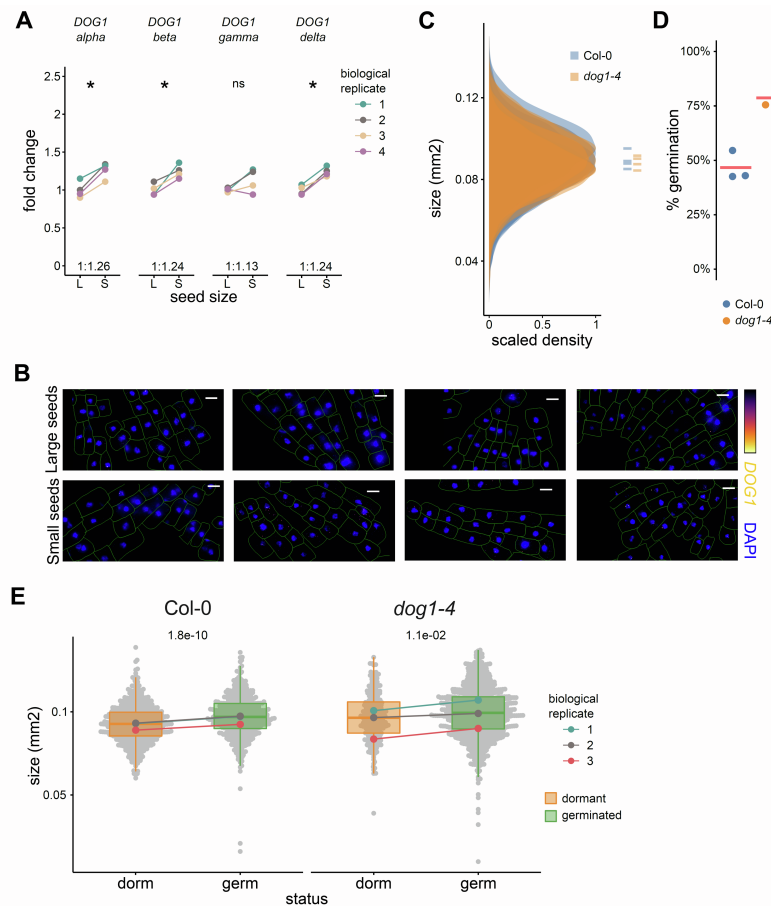

**Supplemental Figure 3.** *DOG1* expression differentiates seeds of different sizes. A) RT-qPCR analysis of long *DOG1* splicing isoforms (*alpha*, *beta*, *gamma*, *delta*) in four replicates of large and small Col-0 seeds. Fold change to the average value for large seeds is shown for each transcript. Asterisks denote p-value < 0.05, and "ns" marks a lack of statistical significance (paired t-test). Ratios of isoform levels are shown above the x-axis. *UBC21* mRNA was used as a reference. B) z-stack max-projection images of smFISH for *DOG1* mRNA. The "Inferno" colour scale is used for the intensity of fluorescence from Quasar670 fluorophore (*DOG1*). The blue colour shows *DAPI* fluorescence from (nuclei staining). The scale bar is 20  $\mu$ m. C) Seeds' sizes of Col-0 and *dog1-4* mutant were obtained using the Boxeed robot. Median values of seeds' size for each tested seed pool are shown as a line on the right. 3000 seeds were analyzed for each pool. D) Col-0 and *dog1-4* mutant after-ripened seeds germination after 7 days of secondary dormancy induction (n=354 to 384). Red lines denote mean values. E) Size distribution of germinated (germ) and dormant (dor) seeds from D. Mean values of seed sizes for dormant and germinated seeds are shown as points for each of the replicates. The p-values of the Wilcoxon rank-sum test for comparison of seed sizes for all replicates are shown above the plots. Seeds were sown using a Boxeed robot and seeds' morphological parameters were obtained using Boxeed software.

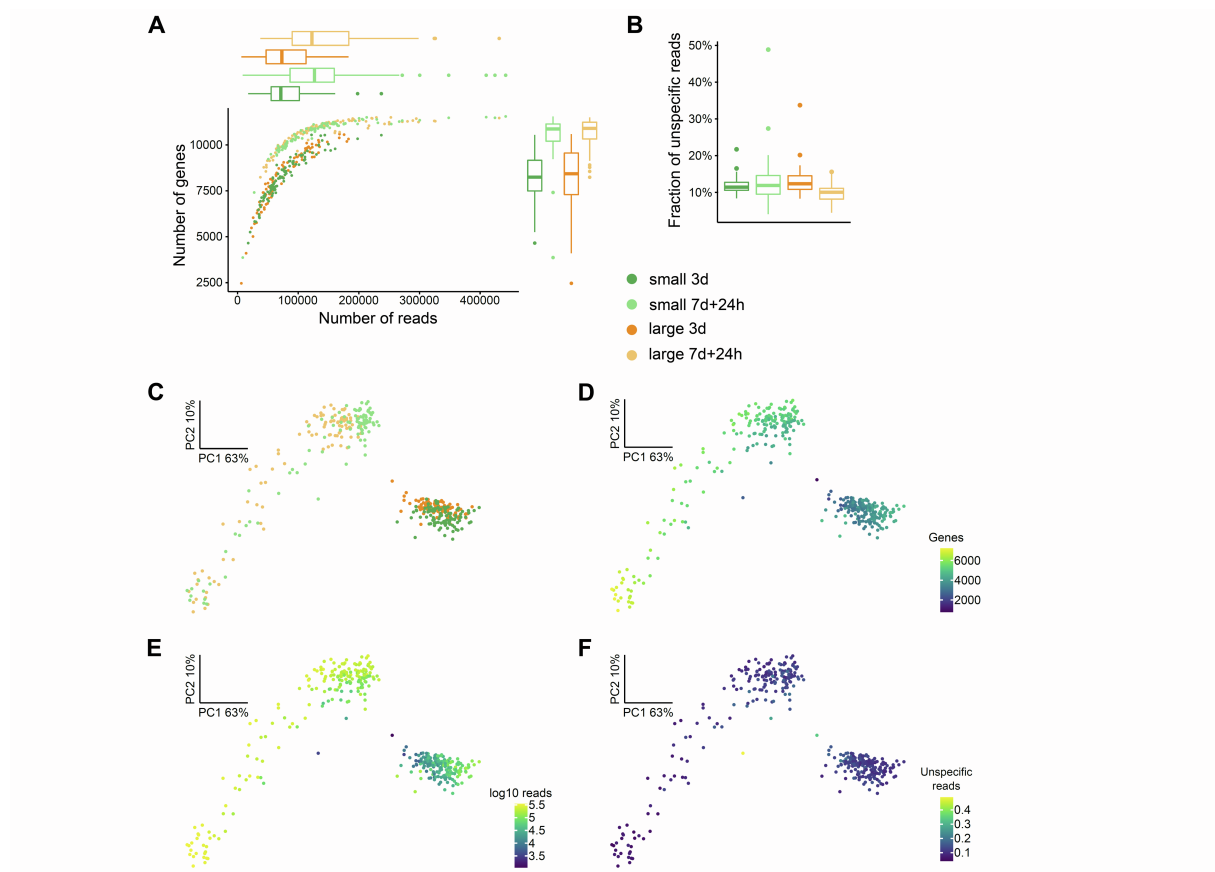

**Supplemental Figure 4.** Quality controls for single seed RNA-seq from small and large seeds experiment. A) Plot showing the number of reads sequenced and genes identified for each seed ( $n = 384$ ). Boxplots above and on the right of the plot show the number of reads sequenced and genes identified respectively for each time point. Boxplot whiskers show a 1.5 interquartile range, outliers are marked with dots. B) Boxplots showing the fraction of unspecific reads for each seed in each condition. Boxplot whiskers show a 1.5 interquartile range, outliers are marked with dots. C) PCA plot of seeds' transcriptomes (Seurat with sctransform normalization). D-F) PCA plots with the number of sequenced reads, identified genes, and the fraction of intergenic reads.

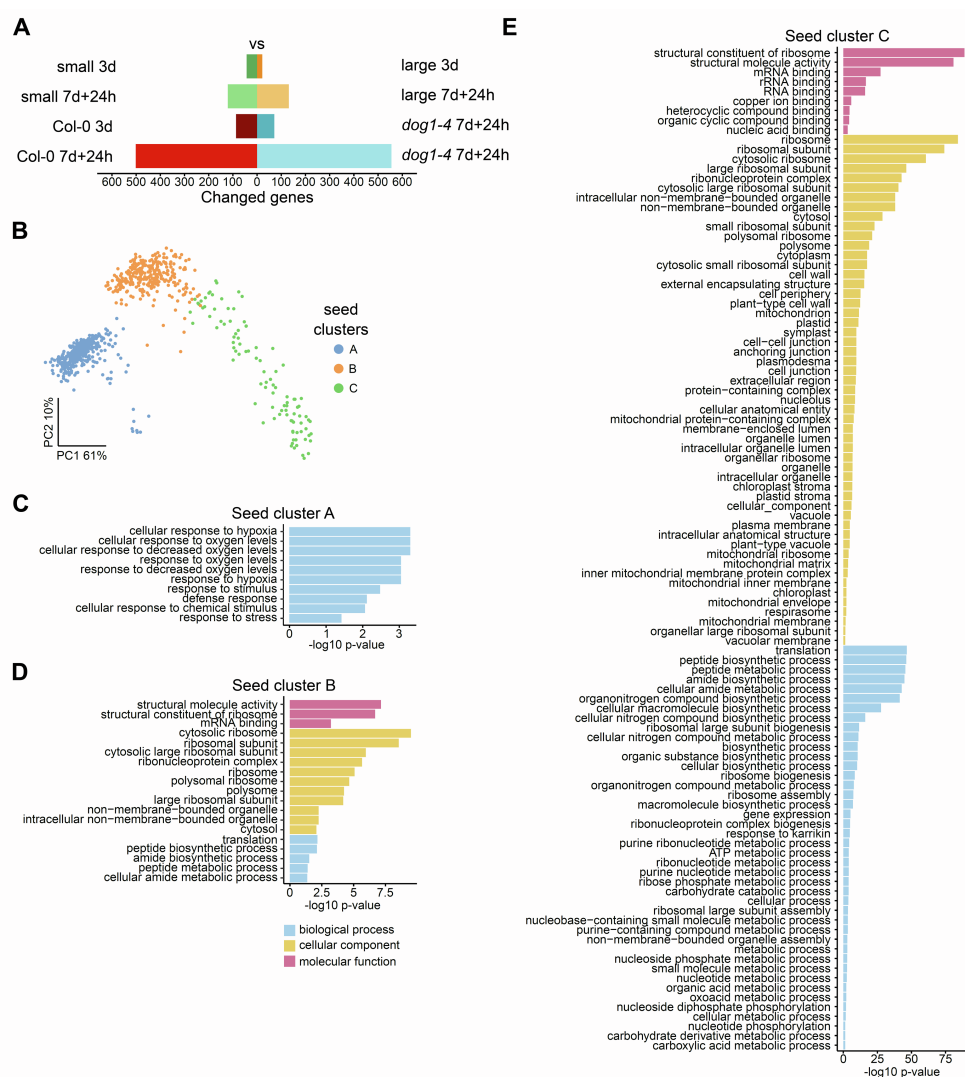

**Supplemental Figure 5.** The expression of translation-related genes is upregulated in the “tail” of the 7d+24h condition in the PCA plot. A) Number of genes identified as upregulated in seeds when different conditions were compared (Seurat FindMarkers Wilcoxon Rank Sum test; adjusted p-value < 0.05;  $|\log_2FC| > \log_2(1.2)$ ). B) PCA plot with three clusters of seeds identified by hierarchical clustering. C-E) GO terms enriched (gprofiler2) among genes whose expression is upregulated (Seurat FindMarkers Wilcoxon Rank Sum test; adjusted p-value < 0.05;  $|\log_2FC| > \log_2(1.5)$ ) in each seeds’ clusters. Colors show sources of gene ontologies.

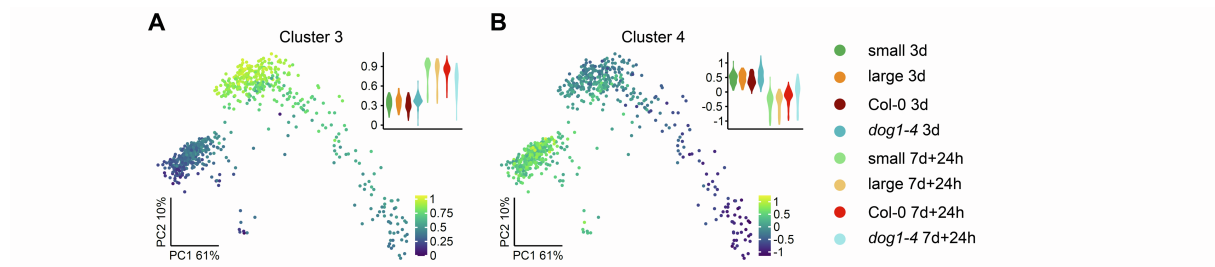

**Supplemental Figure 6.** Co-expressed gene groups. A-B) Gene expression signature values (mean normalized expression) of two other co-expressed gene groups overlaid on the PCA plot. Gene expression correlation among seeds was calculated (scrn R package), and gene pairs with correlation  $> 0.5$  were used for clustering (RBGL R package). Gene groups with at least 10 genes were kept. Identified groups were used to calculate signatures (Seurat AddModuleScore). Signature values spread for each condition are shown as a violin plot.

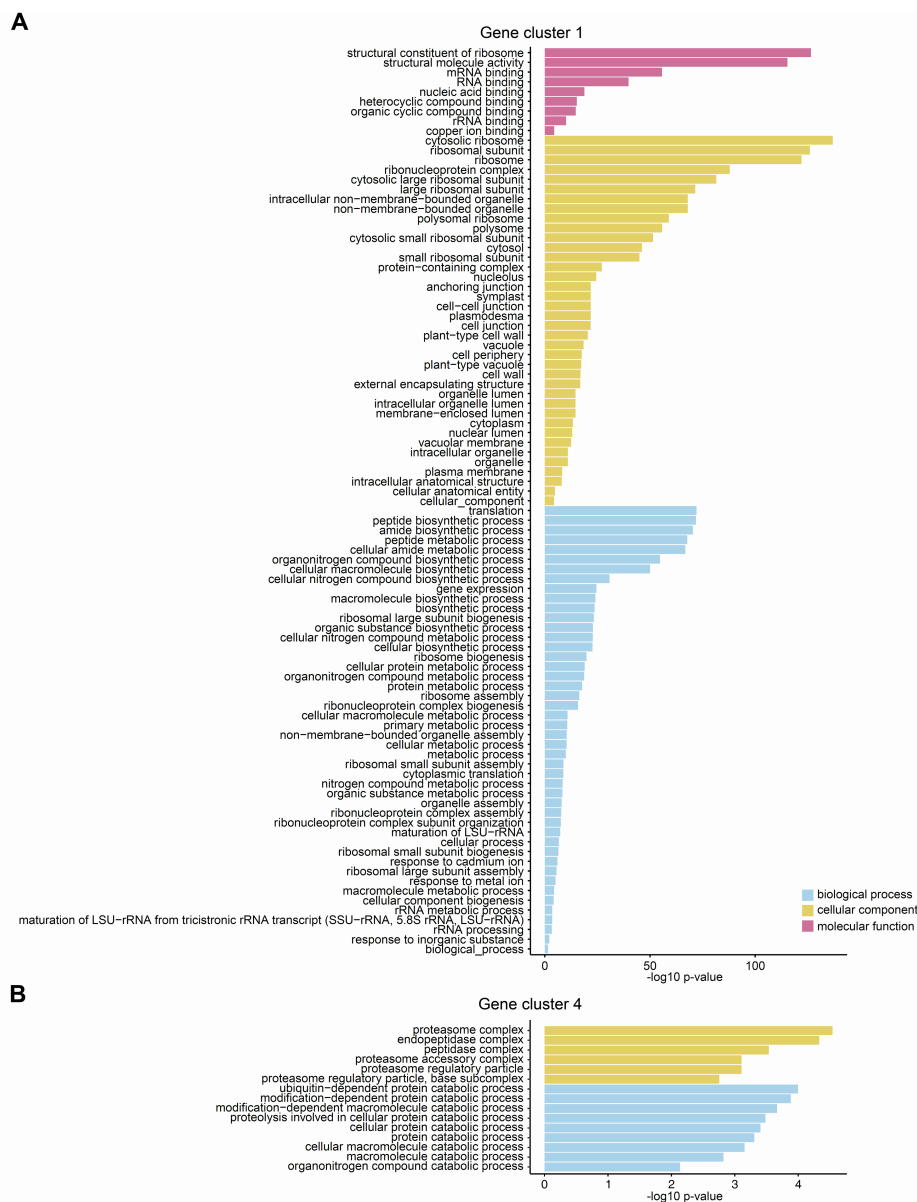

**Supplemental Fig. S7.** A-B) GO terms enriched (gprofiler2) among genes grouped in co-expressed cluster 1 (A; Figure 5A) and co-expressed cluster 4 (B; Supplemental Figure 6B). Colors show sources of gene ontologies.

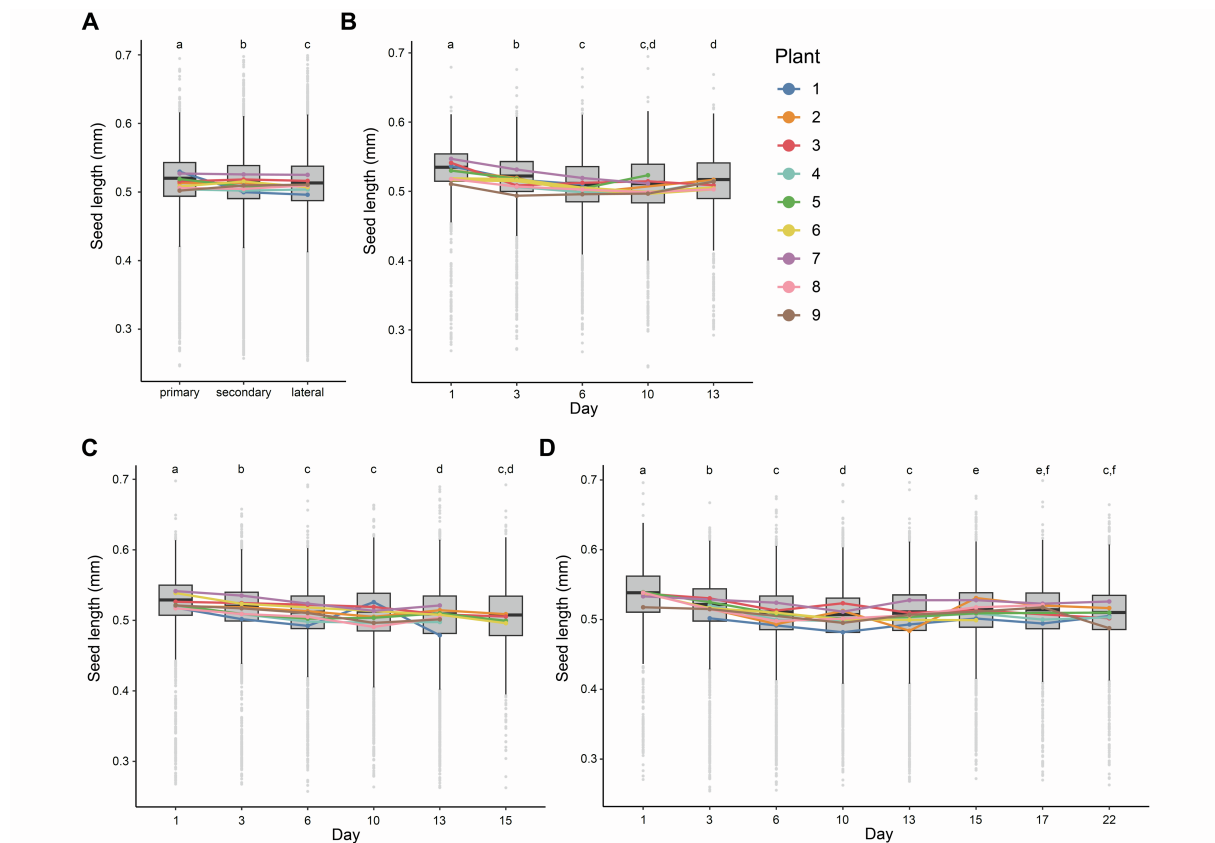

**Supplemental Figure 8.** Seed size slightly changes during the reproductive stage in *Arabidopsis*. A) Comparison of seed sizes collected from different parts of the plant (primary, secondary and lateral shoots). B) Comparison of seed sizes collected on different days from the primary shoot. C) Comparison of seed sizes collected on different days from secondary shoots. C) Comparison of seed sizes collected on different days from lateral shoots. Seeds were collected from nine plants. The letters above show the results of the pairwise Wilcoxon test ( $p$ -value  $< 0.001$ ) performed for seeds pooled from all plants.

# Supplementary material for: Dormancy heterogeneity among Arabidopsis thaliana seeds is linked to individual seed size
**Source:** Plant Commun. 2023 Oct 12;5(2):100732. doi: 10.1016/j.xplc.2023.100732
**Supplement:** Document S2. Article plus supplemental information

# Dormancy heterogeneity among *Arabidopsis thaliana* seeds is linked to individual seed size

Michał Krzyszton<sup>1,5,\*</sup>, Sebastian P. Sacharowski<sup>1,5</sup>, Veena Halale Manjunath<sup>1</sup>, Katarzyna Muter<sup>1</sup>, Grzegorz Bokota<sup>2</sup>, Ce Wang<sup>1</sup>, Dariusz Plewczyński<sup>2,3</sup>, Tereza Dobisova<sup>4</sup> and Szymon Swiezewski<sup>1,\*</sup>

<sup>5</sup>These authors contributed equally to this article.

<https://doi.org/10.1016/j.xplc.2023.100732>

## ABSTRACT

Production of morphologically and physiologically variable seeds is an important strategy that helps plants to survive in unpredictable natural conditions. However, the model plant *Arabidopsis thaliana* and most agronomically essential crops produce visually homogenous seeds. Using automated phenotype analysis, we observed that small seeds in *Arabidopsis* tend to have higher primary and secondary dormancy levels than large seeds. Transcriptomic analysis revealed distinct gene expression profiles between large and small seeds. Large seeds have higher expression of translation-related genes implicated in germination competence. By contrast, small seeds have elevated expression of many positive regulators of dormancy, including a key regulator of this process, the *DOG1* gene. Differences in *DOG1* expression are associated with differential production of its alternative cleavage and polyadenylation isoforms; in small seeds, the proximal poly(A) site is selected, resulting in a short mRNA isoform. Furthermore, single-seed RNA sequencing analysis demonstrated that large seeds resemble *DOG1* knockout mutant seeds. Finally, on the single-seed level, expression of genes affected by seed size is correlated with expression of genes that position seeds on the path toward germination. Our results demonstrate an unexpected link between seed size and dormancy phenotypes in a species that produces highly homogenous seed pools, suggesting that the correlation between seed morphology and physiology is more widespread than initially assumed.

**Key words:** seed size, dormancy, *DOG1*, *Arabidopsis*

Krzyszton M., Sacharowski S.P., Manjunath V.H., Muter K., Bokota G., Wang C., Plewczyński D., Dobisova T., and Swiezewski S. (2024). Dormancy heterogeneity among *Arabidopsis thaliana* seeds is linked to individual seed size. *Plant Comm.* 5, 100732.

## INTRODUCTION

Multiple plant species are characterized by heterocarpy or heterospermy, which is the production of morphologically and physiologically different types of fruits and seeds, respectively. The extent and significance of this phenomenon have been extensively analyzed and discussed in recent reviews (Matilla et al., 2005; Liu et al., 2018; Gianella et al., 2021). By contrast, most agronomically important plants, including wheat, corn, and rice, produce morphologically similar seeds. Likewise, the model plant *Arabidopsis thaliana* has visually very homogenous seeds that can nonetheless vary in physiological properties such as germination time under optimal and stress conditions (Abley et al., 2021; Batilla et al., 2022; Krzyszton et al., 2022). Seed

morphological and physiological properties, including size, differ among *Arabidopsis* accessions (Herridge et al., 2011; Vidigal et al., 2016), enabling the identification of numerous loci affecting this feature (Krannitz et al., 1991; Herridge et al., 2011; Gnan et al., 2014; Ren et al., 2019). Moreover, both *Arabidopsis* seed shape and size are affected by mutations in multiple genes involved in diverse developmental and hormonal pathways (reviewed in Orozco-Arroyo et al., 2015; Li and Li, 2016). These include genes implicated in responses to

Published by the Plant Communications Shanghai Editorial Office in association with Cell Press, an imprint of Elsevier Inc., on behalf of CSPB and CEMPS, CAS.

hormones such as abscisic acid (ABA) (Xi et al., 2010), auxin (Liu et al., 2023), cytokinins (Riefler et al., 2005; Liu et al., 2020), brassinosteroids (Jiang et al., 2013), and ethylene (Robert et al., 2008), as well as genes that directly regulate seed development (Leon-Kloosterziel et al., 1994; Garcia et al., 2003; Robert et al., 2008; Zhou et al., 2009; Doughty et al., 2014; Cheng et al., 2018; Yu et al., 2023). Finally, Arabidopsis seed size is also affected by allocation of storage materials during seed maturation (Herridge et al., 2011; Li et al., 2022). All these previous works have demonstrated that multiple environmental and endogenous inputs influence seed size. However, combined analysis of Arabidopsis morphological and linked physiological seed variability within a single seed pool has rarely been performed (Elwell et al., 2011; Vidigal et al., 2016).

One of the physiological features shown to differentiate seeds is the level of dormancy, which is the ability to postpone germination despite favorable conditions (Nonogaki, 2019). Primary dormancy is established during seed maturation, and its variable levels allow for diversification of germination time in the seed population (Bradford, 2018). Even once initial dormancy is alleviated, imbibed seeds that encounter environmental stress may re-induce the dormant state. This secondary dormancy is crucial for the long-term survival of seeds in natural habitats (Buijs, 2020). Despite some differences, both primary and secondary dormancy depend on multiple regulatory pathways, including hormonal regulation by ABA (Buijs, 2020) and the *DELAY OF GERMINATION* (*DOG1*) gene (Bentsink et al., 2006; Buijs, 2020). Loss of *DOG1* gene expression leads to low primary and secondary seed dormancy (Bentsink et al., 2006; Buijs, 2020). Its expression is regulated on multiple levels (reviewed in Nonogaki, 2019), including the production of short and long *DOG1* transcript isoforms by alternative cleavage and polyadenylation (Cyrek et al., 2016). Both isoforms are tightly co-regulated in all tested conditions (Cyrek et al., 2016). Nevertheless, only the short isoform was shown to be functional, as it can complement the *DOG1* mutant phenotype (Cyrek et al., 2016).

Our recent work described gene expression variability in a genetically identical seed population during stress treatment (Krzyszton et al., 2022). This treatment resulted in secondary dormancy establishment in a fraction of the seeds, which was reflected by genes' expression variability that positions the seeds on the germination–dormancy axis (Krzyszton et al., 2022). However, it is unclear whether any identified transcriptomic differences correlate with seed morphological properties. Importantly, a link between low seed mass and high dormancy was established in ecological studies when multiple plant species were compared (Venable and Brown, 1988; Volis and Bohrer, 2013; Liu et al., 2017).

Here, we asked whether relatively small differences in seed size observed within a seed pool are linked to differences in seed physiology and transcriptomic profiles in Arabidopsis. Automated seed sowing coupled with size analysis enabled us to observe that small seeds tended to have higher primary and secondary dormancy levels. To determine the molecular sources of this behavior, we performed a 3' RNA sequencing (3' RNA-seq) analysis and discovered that large seeds had higher expression of translation-related genes previously shown to be associated

with germination potential (Buijs et al., 2020). Our results revealed that ABA-responsive genes and the *DOG1* gene have higher expression in small seeds, accompanied by *DOG1* preferential proximal cleavage and polyadenylation site selection. Finally, we performed single-seed RNA-seq analysis during and after secondary dormancy induction and observed that large seeds tend to be more similar to the dormancy-deficient *dog1-4* mutant (Bentsink et al., 2006). Moreover, the single-seed analysis indicated a correlated continuum of gene expression differences among size- and germination-related genes.

## RESULTS

### Arabidopsis seed size is correlated with dormancy level

In our analysis of single-seed morphological characteristics, we used a recently developed Boxeed robot (Labdeers). We focused on seed size as the most basic seed morphological property (Supplemental Figure 1A). This seed feature showed close to a normal distribution in assayed seed pools, with some differences among biological replicates ( $n = 4$ ) in the position of medians and skewness (Figure 1A; Supplemental Figure 1B). Such differences have been reported previously and may result from slight differences in growth conditions or morphology of the mother plant (Elwell et al., 2011; Herridge et al., 2011). We used freshly harvested Arabidopsis Col-0 seeds to assay primary dormancy levels (Supplemental Figure 1C) and observed that seed sizes of germinated and non-germinated seeds tended to differ in each assayed seed pool (Figure 1B). Importantly, non-germinated seeds tended to be smaller than germinated ones (Figure 1B). To further investigate the differences between small and large seeds, we used the secondary dormancy induction protocol. Uniformly germinating seeds that had already lost their primary dormancy (after-ripened) were incubated in darkness at 30°C and then transferred to permissive conditions (Ibarra et al., 2016; Krzyszton et al., 2022). This treatment resulted in inhibition of germination for 31%–72% of seeds (Supplemental Figure 1D). Notably, large seeds also showed higher germination levels in this experiment (Supplemental Figure 1E). A similar conclusion was reached when the dry seed area was assessed manually using a microscope and ImageJ software, followed by secondary dormancy induction (Schneider et al., 2012) (Supplemental Figure 1F and 1G).

Next, we assayed primary dormancy in three batches of single siliques. Siliques were collected from different plants at the same time to ensure a similar developmental stage. Germination was analyzed at a single-silique level and showed that 0% to 100% of the seeds were dormant. Importantly, we noticed that siliques with larger seeds showed a higher germination percentage than siliques with smaller seeds (Supplemental Figure 1H). In this experiment, we also analyzed germination time recorded on subsequent days after sowing. We observed that the largest seeds tended to germinate earliest, whereas smaller seeds germinated later or not at all (Figure 1C). This was consistent with stronger dormancy of smaller seeds, as it has been proposed that germination rate is closely related to dormancy level in Arabidopsis (Soppe and Bentsink, 2020).

Finally, to confirm our observations, we used the reverse approach. We first pre-selected 10% of the smallest and largest

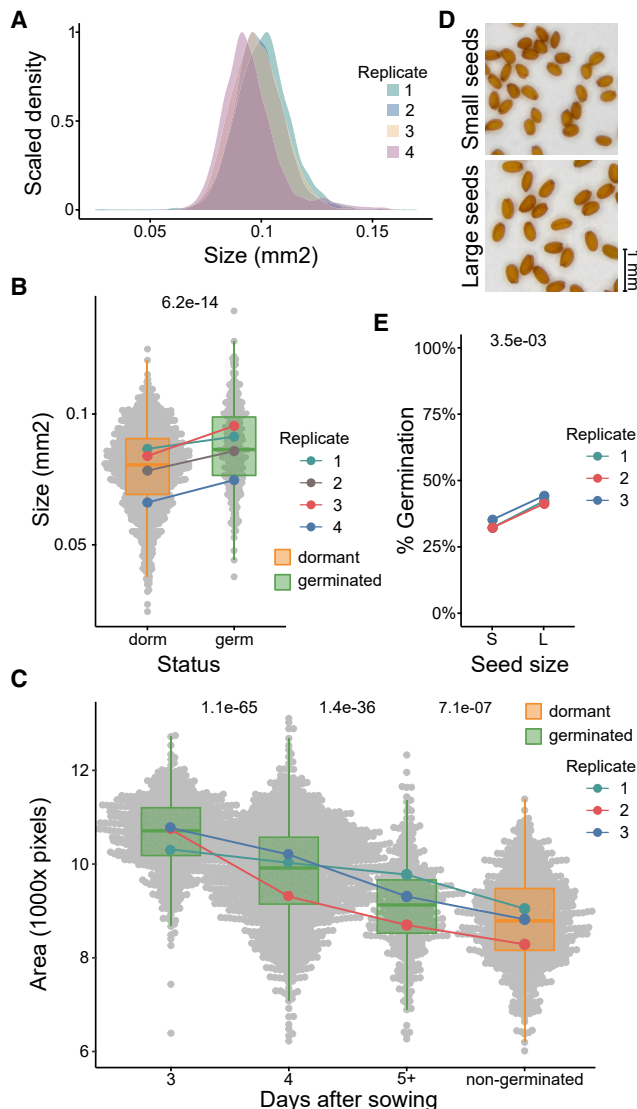

**Figure 1. Small seeds are more dormant.**

**(A)** Col-0 seed size distributions of four seed pools ( $n = 3802$ – $5491$ ). **(B)** Size distribution of dry, freshly harvested Col-0 seeds (Supplemental Figure 1C). Mean values of seed sizes for dormant (dorm) and germinated (germ) seeds are shown as points for each of four replicates ( $n = 320$ – $607$ ). The  $p$  value of the Wilcoxon rank-sum test for comparison of seed sizes from all replicates is shown above the plot. **(C)** Seed sizes and germination days of freshly harvested Col-0 seeds. The mean values of seed sizes are shown as points for each of the three replicates. The  $p$  value of the pairwise Wilcoxon rank-sum test (with false discovery rate correction) for the comparison of seed sizes from all replicates is shown above the plot. **(D and E)** **(D)** The top 10% of the smallest and largest seeds were sorted, imaged, and tested **(E)** for germination after 7 days of secondary dormancy induction ( $n = 100$ ). The  $p$  value of the two-sided paired  $t$ -test is shown above the plot. Seeds were sown and analyzed using a Boxeed robot. Seed germination was scored after 7 days.

seeds (Figure 1D; Supplemental Table 1) and then used these seed sub-pools for secondary dormancy induction. Again, small seeds turned out to be more dormant than large ones (Figure 1E). Importantly, an assessment of seed viability showed that small and large seeds had equally high chances of surviving the

secondary dormancy induction treatment (Supplemental Figure 1I). Interestingly, using another pool of small and large seeds, we observed that the difference in germination percentage was also clear in the presence of ABA (Supplemental Figure 1J). This suggests that the physiological difference between small and large seeds is most likely ABA independent, as it persists despite an excess of exogenous ABA.

In summary, our results showed that smaller Arabidopsis seeds displayed higher dormancy levels when assayed for both primary dormancy and secondary dormancy induction. This suggests a close relationship between seed size and dormancy distributions among seeds.

### Small and large Arabidopsis seeds differ in transcriptomic profiles

Next, we asked whether the observed link between seed size and dormancy level was reflected in the seed transcriptomes. Using the automated Boxeed system, we sorted seeds into small-, medium-, and large-size pools and performed 3' RNA-seq. This method of transcriptomic analysis was selected because it is very time efficient and cost effective (Krzyszton et al., 2022). A principal-component analysis (PCA) plot of the 3' RNA-seq results showed that the first principal component recapitulated seed size (Figure 2A), suggesting that size strongly influences the seed transcriptome. As expected, the largest number of differentially expressed genes was identified when extreme seed sizes were compared (248 and 611 up- and downregulated genes, respectively; false discovery rate  $<0.05$ ) (Supplemental Figure 2A; Figure 2B; Supplemental Dataset 1). Only a few genes were unique to the comparison between the extremes and the medium-sized seeds (Supplemental Figure 2A). Interestingly, gene expression profiles showed a gradual decline or increase in gene expression when medium-size seeds were included (Figure 2B). Notably, Gene Ontology (GO) term analysis revealed that genes with higher expression in large seeds were enriched in many terms involved in translation, whereas genes with higher expression in small seeds were enriched in terms related to abiotic stress response, proteolysis, and seed storage materials (Supplemental Figure 2B and 2C). We noticed that genes differentially expressed between small and large seeds showed similarities to genes affected during secondary dormancy induction (Krzyszton et al., 2022). In that experiment, gene expression analysis among single seeds identified two co-expressed gene groups: one group with increased expression in seeds that were more advanced toward germination and a second group characteristic of seeds with higher dormancy levels. Based on these genes lists, we created a transcriptional germination competence index showing the position of a single seed on the supposed germination path (Krzyszton et al., 2022). Here, we showed that large seeds were characterized by high expression values of genes associated with germination competence, whereas small seeds showed high expression of genes linked to seed dormancy (Figure 2C). Finally, a closer examination of genes whose expression was affected by seed size (Supplemental Dataset 1) revealed enrichment of mRNAs related to seed storage materials and ABA-induced desiccation tolerance in small seeds. Also, several well-described regulators of seed biology were expressed in a size-dependent manner.

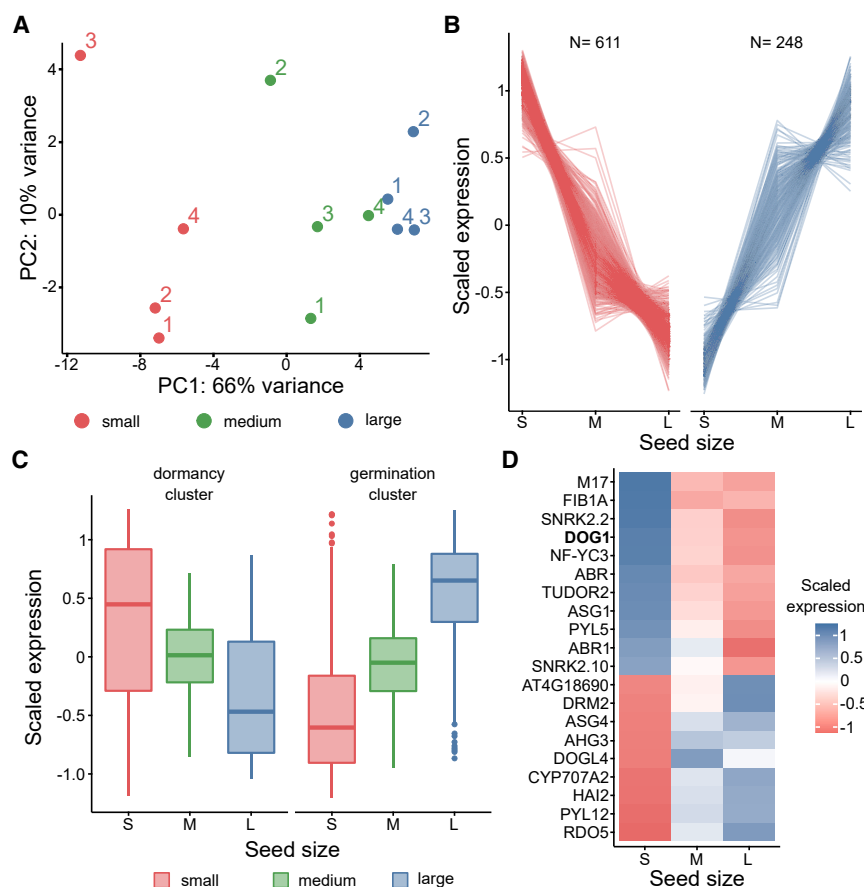

These included genes with higher expression in large seeds: the *CYP707A2* ABA degradation enzyme (Kushiro et al., 2004), *AHG3* and *HAI2* phosphatases that negatively regulate the ABA response (Yoshida et al., 2006; Bhaskara et al., 2012), the *PYL12* ABA receptor (Zhao et al., 2020), and *RDO5*, a dormancy regulator (Xiang et al., 2014). At the same time, small seeds were characterized by higher expression of the *PYL5* ABA receptor (Zhao et al., 2020), the *SnRK2.2* and *SnRK2.10* kinases, which are positive regulators of the ABA response (Fujii et al., 2011), and, most notably, *DOG1*, a key seed dormancy regulator in Arabidopsis (Footitt et al., 2020; Batlla et al., 2022) (Figure 2D). Many of these genes are involved in ABA-regulated functions, consistent with the reported role of ABA in seed germination and dormancy control (Nonogaki, 2019; Buijs, 2020). We confirmed the differences in expression of selected genes between small and large seeds using RT-qPCR and found that seven out of eight showed changes consistent with those observed in the 3' RNA-seq data (Supplemental Figure 2D).

### *DOG1* expression is correlated with seed size

Among the genes with altered expression, *DOG1* is tightly and quantitatively linked with dormancy changes. The *DOG1* gene is a well-known quantitative trait locus (QTL) and genome-wide association study candidate for seed dormancy (Bentsink et al., 2006; Kerdařrec et al., 2016). *DOG1* expression is correlated with dormancy among *A. thaliana* accessions (Chiang et al., 2011),

when seeds are matured in different temperatures (Kendall et al., 2011), and during seed dormancy cycling in soil (Footitt et al., 2020). In agreement with these findings, *dog1* mutant heterozygous seeds show a level of dormancy intermediate between that of the wild type and the homozygous mutant (incomplete dominance) (Fedak et al., 2016). As a result, *DOG1* gene expression is tightly linked with dormancy, such that even minor changes in its expression are reflected in the phenotype (Bentsink et al., 2006; Kerdařrec et al., 2016). Although this has not been explored extensively for other genes involved in dormancy control whose expression was affected in our RNA-seq experiment, none of them have been reported to show such a strong expression correlation with dormancy level. For these reasons, we focused here on exploring the cause of *DOG1* differential expression and its role in establishing dormancy differences between seeds of various sizes.

Alternative cleavage and polyadenylation of *DOG1* pre-mRNA results in the production of long and short mRNA isoforms that have been shown to be co-regulated during development and in response to an external environmental stimulus (Cyrek et al., 2016). Here, examination of 3' RNA-seq profiles revealed that low levels of *DOG1* mRNA in large seeds were associated with decreased expression of the short isoform, whereas levels of the long isoform were unchanged or slightly increased (Figure 3A) (Cyrek et al., 2016). Consequently, the ratio of isoform levels changed with seed size (Figure 3B). Using isoform-specific RT-qPCR analysis, we confirmed that small seeds showed high levels of proximally polyadenylated *shDOG1* mRNA, whereas long *DOG1*, which results from distal poly(A) site selection, was unaffected (Figure 3C). The fact that small seeds were more dormant and showed higher expression of the short,

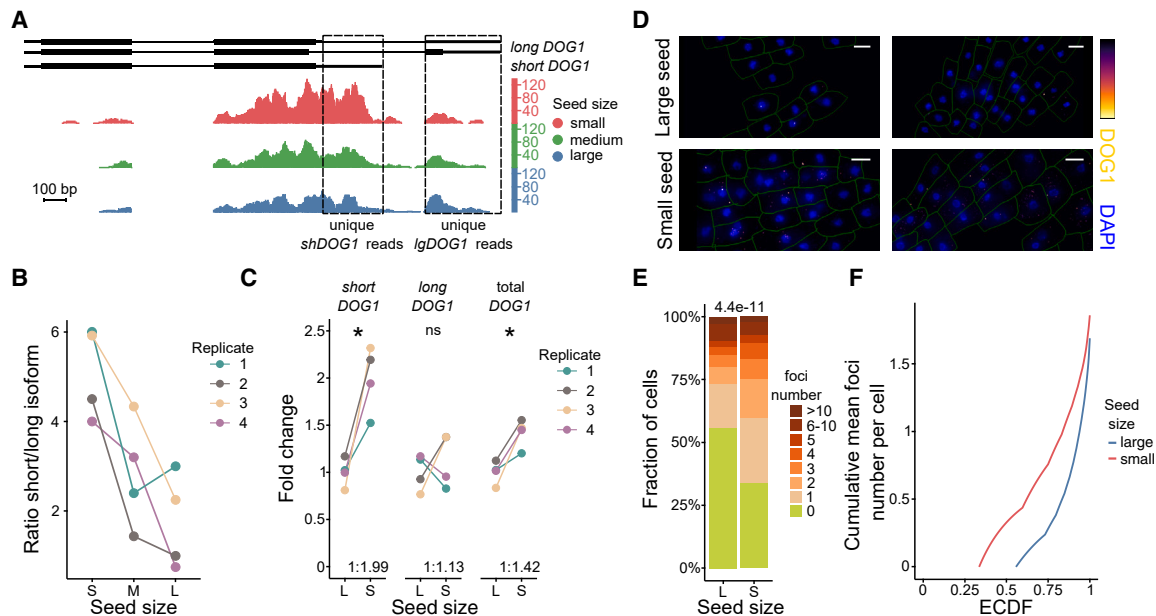

**Figure 3. *DOG1* expression differentiates seeds of different sizes.**

**(A)** 3' RNA-seq reads at the *DOG1* locus. Replicates of libraries for seeds of different sizes were combined, normalized, and plotted using the Integrated Genome Browser. Selected *DOG1* isoforms are shown, with boxes marking regions used to estimate expression of isoforms.

**(B)** Ratio of short and long *DOG1* mRNA isoforms differentiates small and large seeds. The ratio of read counts for two regions from **(A)**. Each of the four biological replicates is shown (S, small; M, medium; L, large).

**(C)** RT-qPCR analysis of total *DOG1* transcript levels and those of its main isoforms in four replicates of large and small Col-0 seeds. Fold change relative to the average value for large seeds is shown for each transcript. \*  $p < 0.05$ ; ns, non-significant (paired  $t$ -test). Ratios of isoform levels are shown above the x axis. *UBC21* mRNA was used as a reference.

**(D)** z stack max-projection images of smFISH for *DOG1* RNA. The “Inferno” color scale is used for the intensity of fluorescence from the Quasar670 fluorophore (*DOG1*). The blue color shows DAPI fluorescence (nuclear staining). Scale bar, 20  $\mu$ m.

**(E)** Bar plot showing the number of *DOG1* transcripts per cell based on the smFISH experiment. Pearson's chi-squared test  $p$  value is shown above the plot.

**(F)** Plot of the empirical cumulative distribution function of cumulative mean foci number.

proximally polyadenylated *DOG1* isoform agrees with the notion that *shDOG1* is responsible for production of the functional *DOG1* protein (Cyrek et al., 2016). The long *DOG1* mRNA isoform has been shown to be alternatively spliced, and this splicing is controlled by Pol II processivity (Dolata et al., 2015; Cyrek et al., 2016). However, we did not observe strong differences in long *DOG1* mRNA splicing isoform ratios between small and large seeds (Supplemental Figure 3A).

We also performed a single-molecule fluorescence *in situ* hybridization (FISH) (smFISH) analysis of *DOG1* transcripts in embryonic root tips (Montez et al., 2023) from small and large seeds (Figure 3D; Supplemental Figure 3B). This enabled us to observe that small seeds were characterized by a larger fraction of cells with detectable *DOG1* transcripts compared with large seeds (Figure 3E). Interestingly, a few outlier cells from root tips of large seeds had many *DOG1* transcripts, which made the mean number of *DOG1* transcripts per cell comparable between small and large seeds (Figure 3F).

Our analysis of dormancy-deficient *dog1-4* knockout mutant seeds did not reveal any significant changes in absolute seed size or seed size distribution compared with Col-0 (Supplemental Figure 3C). In agreement with published work (Krzyszton et al., 2022), the low dormancy of *dog1-4* mutant

seeds was manifested in higher germination rates after secondary dormancy induction compared with wild-type seeds (Supplemental Figure 3D). Despite the overall low dormancy level of the *dog1-4* seeds, the remaining *dog1-4* seeds that did enter dormancy showed a skew toward small size (Supplemental Figure 3E). This difference was much less significant than that for wild-type seeds, presumably owing to the inability of most *dog1* mutant seeds to enter dormancy (Supplemental Figure 3D).

To conclude, our transcriptomic data showed that *DOG1* and other dormancy-related factors were differentially expressed across the seed population in a seed-size-dependent manner (Figure 2D), which suggested that seed size and dormancy levels are linked in Arabidopsis seeds. Only partial loss of dormancy in both large and *dog1* mutant seeds (Supplemental Figure 3D) agrees with previous works that revealed *DOG1*-independent contributors to dormancy control (Nakabayashi et al., 2012; Footitt et al., 2017, 2020). Moreover, the phenotype of *dog1-4* mutant seeds (Supplemental Figure 3C) showed that changes in dormancy may not influence seed size. This could reflect the fact that dormancy appears during the late stages of seed maturation after seed size has already been established. Importantly, dormancy levels can be modified by seed exposure to the environment (for example, during secondary

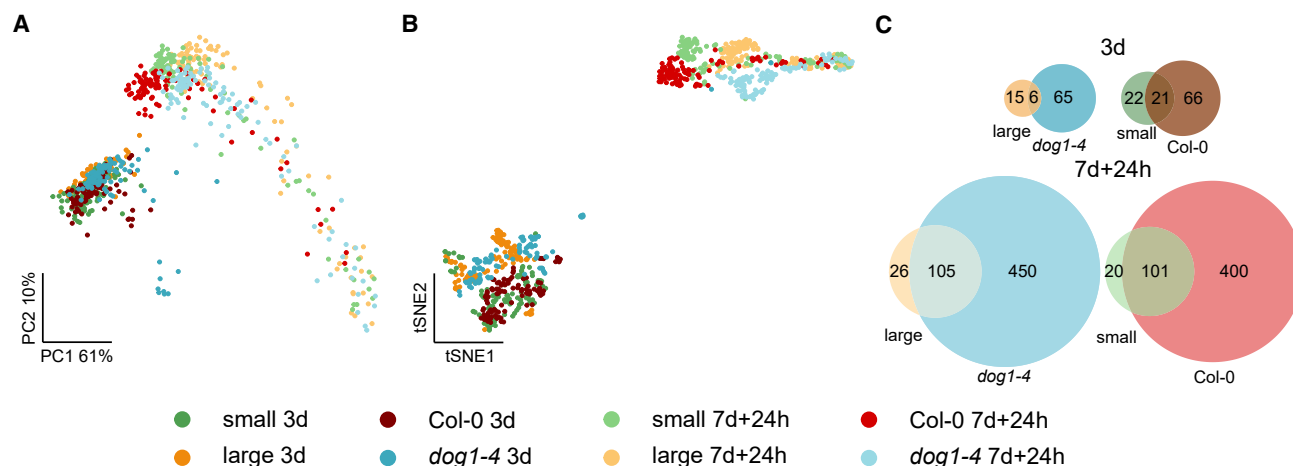

**Figure 4. Single-seed RNA-seq reveals similarities between large seeds and *dog1-4* mutant seeds.**

(A) PCA plot (Seurat with sctransform normalization) of seed transcriptomes shows that seeds are grouped by condition. Seeds from the 7d + 24h condition are grouped according to seed size/genotype, with a mixture of seeds in the tail.

(B) t-distributed stochastic neighborhood embedding plot (Seurat) of seed transcriptomes revealed the grouping of small/Col-0 and large/*dog1-4* mutants seeds for both 3d and 7d + 24h time points.

(C) Overlaps of affected genes in differential expression analysis (Seurat FindMarkers Wilcoxon rank-sum test; adjusted  $p < 0.05$ ;  $|\log_2 FC| > \log_2(1.2)$ ). Comparisons confirm similarities between small and Col-0 seeds and between large and *dog1-4* mutant seeds for both 3d and 7d + 24h time points. Numbers in Venn diagrams show the number of genes in each intersection.

dormancy establishment), whereas seed size is a stable value and that may blur even strong initial correlations.

### Large seeds resemble *dog1* mutant seeds

To confirm the contribution of *DOG1* to seed size-related transcriptomes, we used our recently developed single-seed RNA-seq method (Krzyszton et al., 2022). In this approach, multiple single seeds originating from the same pool are subjected to low-coverage RNA-seq. Given the relatively narrow distribution of seed sizes in a seed pool, we decided to sequence 96 pre-selected small and large seeds from the Col-0 plant, which allowed us to avoid sequencing only the most common medium-sized seeds and thus increased the stringency of our analysis. This experiment was performed in parallel with the single-seed RNA-seq of Col-0 and *dog1-4* seeds during secondary dormancy induction published previously (Krzyszton et al., 2022). Both small/large and Col-0/*dog1-4* seeds were treated together and harvested on the third day (3d) of secondary dormancy induction and after 24 h of recovery following 7 days of induction (7d + 24h). Single-seed library 3' RNA-seq preparation, sequencing, and data analysis were also performed together for both experiments. Quality controls of small and large seed libraries (Supplemental Figure 4A) showed a relatively low number of intergenic reads, pointing to the high quality of the library preparation (Supplemental Figure 4B). Positions of seeds on the PCA plot (Supplemental Figure 4C) were not determined by the intergenic read content, total number of sequenced reads, or number of identified genes (Supplemental Figure 4D–4F). Similar conclusions were also reached for Col-0 and *dog1-4* libraries (Krzyszton et al., 2022), validating the experimental approach. However, the expression of *DOG1* in imbibed seeds (Bentsink et al., 2006) was below the detection threshold of the single-seed RNA-seq method, and *DOG1* expression could not be assayed directly (Krzyszton et al., 2022).

The PCA plot showed that the seeds were grouped according to treatment. Interestingly, the grouping of seeds from the 7d + 24h time point showed a comet-like shape, with a long tail of seeds protruding from the main seed group (Figure 4A). To facilitate analysis of single-seed grouping, we prepared t-distributed stochastic neighborhood embedding (tSNE) visualization, which showed close associations of Col-0 with small seeds and *dog1-4* with large seeds at both time points (Figure 4B). To verify these pairwise similarities, we performed differential gene expression analysis between Col-0 and the *dog1* mutant as well as small and large seeds (Supplemental Figure 5A; Supplemental Dataset 2). Our observations revealed that the extent of affected genes in both conditions (3d and 7d + 24h) was very similar for both Col-0 and small seeds and *dog1-4* and large seeds (Figure 4C). These results supported the observed phenotypic similarity between large wild-type seeds and *dog1* mutant seeds and suggest that low expression of *DOG1* in large seeds is an important factor in shaping their transcriptome.

### Size- and germination-related genes show similar expression patterns among single seeds

Hierarchical clustering of seeds revealed three major groups: one consisting of 3d-treated seeds, one containing the 7d + 24h-treated seeds that formed the “head of the comet”, and a separate group with seeds from the “tail of the comet” (Supplemental Figure 5B). Differential gene expression analysis between identified seed groups showed that translation- and ribosome-related genes were strongly expressed in the protruding tail. This observation suggests active metabolism and conceivably represents the gradual advancement toward germination of these seeds compared with those in the second seed cluster of the 7d + 24h time point (Supplemental Figure 5C–5E; Supplemental Dataset 2). A similar pattern of co-expression of germination-related genes was observed by us previously and was negatively correlated with the expression of dormancy-associated genes

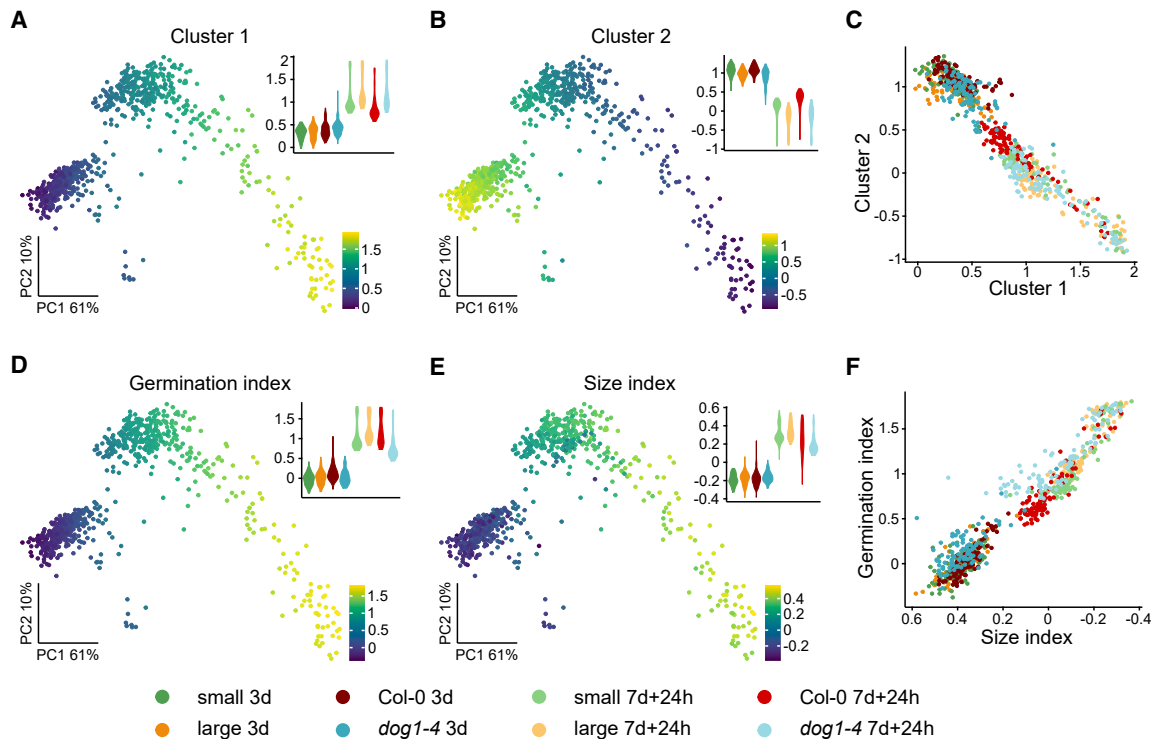

**Figure 5. Genes affected by germination and seed size show a similar expression profile.**

(A and B) Gene expression signature values (mean normalized expression) of two main co-expressed gene groups overlaid on the PCA plot. Gene expression correlation among seeds was calculated (scran R package), and gene pairs with correlation  $>0.5$  were used for clustering (RBGL R package). Identified groups were used to calculate signatures (Seurat AddModuleScore). The spread of signature values for each condition is shown as a violin plot. (C) Plot of group 1 and group 2 gene expression signature values for each seed.

(D) Germination competence signature overlaid on PCA plot. Composite signature values were calculated using the Vision R package on the basis of the expression of cluster 1 and cluster 2 genes.

(E) Seed size signature overlaid on PCA plot. Composite signature values were calculated using the Vision R package on the basis of differentially expressed genes between small and large seeds (mean normalized expression of genes with upregulated and downregulated expression had negative and positive input, respectively). The spread of signature values for each condition is shown as a violin plot.

(F) Size and germination signatures are correlated across the seeds.

(Krzyszton et al., 2022) (see also Figure 2C). On the basis of these gene groups and their negative expression correlation, we constructed a transcriptomic germination competence index that recapitulates the observed dormancy-to-germination axis (Krzyszton et al., 2022).

Here, the identification of co-expressed genes pointed to four gene clusters (Figure 5A and 5B; Supplemental Figure 6A and 6B; Supplemental Dataset 2). GO-term enrichment analysis showed that translation-related genes were the main component of cluster 1 (Supplemental Figure 7A). Consequently, cluster 1 genes showed the highest values of expression for the tail on the PCA plot (Supplemental Figure 6A). Clusters 2 and 3 showed no significant GO-term enrichment, and cluster 4 showed enrichment of genes involved in proteolytic function (Supplemental Figure 7B), which we also observed for small dry seeds (Supplemental Figure 2B). As before (Krzyszton et al., 2022), we observed a negative correlation between gene expression levels for the two main co-expressed gene groups (Figure 5C). Using these two gene groups, we created a transcriptional germination index as described previously (Krzyszton et al., 2022) that aligned seeds on the predicted path toward germination (Figure 5D).

Using genes that were differentially expressed between small and large dry seeds (Figure 2B), we created an index reflecting gene expression changes associated with seed size (Figure 5E). This new index illustrated transcriptional similarity to large seeds. Importantly, when we applied this index to our single-seed RNA-seq data, we found that it was positively correlated with transcriptional germination competence (Figure 5F). Both germination and size index values varied between seeds, even in the same condition, supporting the view that the underlying seed heterogeneity can be assayed only using a single-seed approach. In summary, single-seed RNA-seq revealed a gene expression gradient underlying transcriptional germination competence that was correlated with the expression of genes affected by seed size.

## DISCUSSION

Our data showed a difference in dormancy levels between small and large *Arabidopsis* seeds. However, it is impossible to predict the exact seed germination percentage based on the mean seed size of the seed pool, as well as whether a specific seed will germinate based on its size. This is because a seed of a specific size in one pool may be described as large, whereas in another

pool it may be positioned in the middle of the size distribution. As a result, we conclude that in a seed pool collected from a single plant, smaller seeds have a higher chance of being dormant than large ones. This suggests that the probability of germination is linked to the relative position in a seed size distribution rather than to the absolute seed size (see [Figure 1A](#)). This dependence on the seed distribution resembles population-based threshold models that have been proposed to explain non-uniform seed germination ([Bradford, 2018](#)). Based on the fact that seed sizes in the tested pools differed, we hypothesized that germination percentages in the pools would be dependent on mean seed size. Although this tendency was true for single siliques ([Supplemental Figure 1H](#)), we did not observe it so clearly for larger pools ([Supplemental Figure 1C](#)).

Seed size and dormancy levels have been shown to reflect seed maturation conditions on the mother plant ([Herridge et al., 2011](#); [Burghardt et al., 2016](#)). The observed link between dormancy and seed size could suggest that both traits independently mirror seed maturation conditions. This may explain the lack of a strong causative connection between seed size and dormancy. Our observations show that seed size fluctuates to some extent during plant development. We measured seed sizes on primary, secondary, and lateral shoots throughout the span of *Arabidopsis* reproduction. We did not observe major differences in seed size originating from different shoot types ([Supplemental Figure 8A](#)), but seed size decreased slightly with time on all three shoot parts ([Supplemental Figure 8B–8D](#)). Nonetheless, the variance in seed size within each pool and between plants was much larger than that between developmental time points. Based on this observation, we anticipate that dormancy and transcriptomic differences between small and large seeds will be strongly affected by the growth conditions of the mother plant.

The relationship between seed physiology and morphology has not been extensively studied in *Arabidopsis*. One study showed that smaller seeds germinate more slowly than large ones when seeds are divided using sieves ([Elwell et al., 2011](#)). Also, the production of small seeds is associated with stronger dormancy among different ecotypes ([Vidigal et al., 2016](#)). However, other work did not show any strong correlations between seed size and germination under multiple conditions when a set of recombinant inbred lines was assayed ([Joosen et al., 2012](#)). Our work showed a negative relationship between seed size and dormancy levels in *A. thaliana*. This has been observed previously for only a few heterospermic species ([Larios et al., 2014](#); [Volis, 2016](#); [Xu et al., 2017](#); [Nemati et al., 2022](#)). Importantly, recent work showed that dimorphic seeds from single fruit of *Xanthium strumarium* differed in *DOG1* gene expression. Consistent with our work, smaller, more dormant seeds of this species were also characterized by high *DOG1* transcript levels ([Nemati et al., 2022](#)). Moreover, it has been shown that legume species with small seeds growing in temperate climates have a higher chance of using dormancy as an ecological strategy ([Rubio De Casas et al., 2017](#)). However, a large comparison among hundreds of phylogenetically diverse species showed no or only a weak negative association between seed size and dormancy ([Jurado and Flores, 2005](#)). Moreover, there have been several reports of species with higher dormancy linked

to larger seeds ([Gulden et al., 2004](#); [Mira et al., 2019](#)). A comprehensive literature analysis revealed that seed size was related to germination in most of the assayed 91 species: 58 species showed higher germination of large seeds, and only 11 showed higher germination of small seeds ([Baskin and Baskin, 2014](#)). Nonetheless, it is not clear whether the reported differences in germination were related to seed dormancy. We assume that a relationship between seed size and dormancy is strongly affected by species ecology (including dispersal strategy) and environment.

Initially, for the physiological tests, we used seed pools that were non-invasively, automatically analyzed for morphology and sown, allowing us to correlate seed size and dormancy ([Figure 1B](#)). On the basis of this result, we pre-selected small and large seeds for phenotypic, pooled 3' RNA-seq, and single-seed RNA-seq analysis. We decided on this approach because we observed that the relationship of seed size to seed physiology was relatively weak, especially for the center of the seed size distribution. We needed to analyze nearly 1000 seeds to observe the relationship between seed size and dormancy level ([Figure 1](#)). Moreover, the single-seed RNA-seq method is relatively noisy and less sensitive than standard RNA-seq ([Krzyszton et al., 2022](#)). For this reason, we did not directly analyze single-seed transcriptomes in relation to seed size. However, the use of pools from the extremes of the distribution enabled us to find transcriptomic patterns hidden within the phenotypic variability ([Figure 2](#)) that could then be corroborated by single-seed analysis of pre-selected small and large seeds ([Figure 4](#)).

Transcriptomic analysis revealed that differences in dormancy levels between small and large seeds were reflected in gene expression. Surprisingly, among a few hundred genes known to affect seed size, only a few showed differential expression in our experiments. This may be explained by the fact that genes that affect seed size are mostly expressed during seed development or maturation, and their transcripts have already been removed before the dry stage. Alternatively, it suggests that size variability within seed lots is controlled by additional, unknown mechanisms. Translation-related genes were highly expressed in large seeds, suggesting that such seeds are ready for germination. Concordantly, recent reports showed that expression levels of translation-related genes are an important hallmark of a decrease in seed dormancy ([Buijs et al., 2020](#); [Krzyszton et al., 2022](#)). Genes associated with desiccation tolerance and abiotic stress response were enriched in small seeds, indicating their higher dormancy levels. We also observed different levels of ABA response regulators in small and large seeds, consistent with the well-known role of ABA as a negative regulator of seed germination ([Nonogaki, 2019](#)). Despite that, we observed similar responsiveness of small and large seeds to ABA ([Supplemental Figure 1J](#)). The observed seed-size-dependent differences in gene expression resembled the transcriptomic germination competence index that aligned seeds on the path toward germination ([Krzyszton et al., 2022](#)). We confirmed this using a single-seed RNA-seq approach, which demonstrated transcriptomic heterogeneity and a strong relationship between germination- and size-related genes. This suggests that genes whose expression level is affected by seed size have a critical role in the regulation of seed biology.

Small seeds showed higher expression of the *DOG1* gene. Notably, single-seed RNA-seq revealed that large seeds demonstrated transcriptomic similarities to *dog1* mutant seeds (Figure 4C), suggesting that *DOG1* downregulation contributed to the large seeds' gene expression profile. Moreover, we observed a higher number of cells expressing *DOG1* transcripts in the root tips of small seeds than of large seeds. These results were consistent with a reduced overall dormancy of *dog1* mutant and large seeds. *DOG1* is a key player in dormancy control, and its expression is extensively regulated (Cyrek et al., 2016; Fedak et al., 2016; Nonogaki, 2019). *DOG1* expression is subject to alternative cleavage and polyadenylation control, among other mechanisms. Use of the proximal cleavage and polyadenylation site results in production of a short *DOG1* isoform that is sufficient for dormancy establishment (Cyrek et al., 2016). To date, neither conditions nor tissue specificity have been reported to control the selection of *DOG1* alternative cleavage and polyadenylation sites. Here we showed that, in addition to high *DOG1* expression, small seeds showed preferential selection of the proximally terminated *DOG1* isoform. This finding supports the conclusion that dormancy distribution among Arabidopsis progeny is affected by seed size and that transcriptional regulation of *DOG1* cleavage and polyadenylation site choice contributes to this mechanism. However, the observed smaller size of non-germinated *dog1* mutant seeds suggests a role for other players in linking seed size and dormancy levels.

How the deposited data were processed for this re-analysis (not part of the article)

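The data are the counts of 2 experiments on Col-0 seeds. In the first, dry seeds of 4 pools sorted into small, medium and large seeds gave 12 libraries of 100 seeds. In the second, 384 small and large seeds were sequenced singly, in 12 libraries of 32 seeds, 3 for each size at 3d and at 7d + 24h. For both, the values are raw counts of reads per gene as the authors deposited them, made from 3′ RNA-seq reads of 55 nt after the authors' own mapping and counting, without normalization. The paper's text does not name the aligner, the genome build or the annotation, and no coordinates are given here. Gene names and products were taken from the reference annotation, which matched 36899 of the 37184 genes of the dry seed counts and 37051 of the 37336 genes of the single-seed counts. Reads outside genes and ambiguous reads, 9.79% and 0.256% of the single-seed reads counted, were kept out of library sizes and tests. The dry seed libraries were assigned to pool and size from the supplemental tables, since the sample labels describe them as 1 multiplexed sample.

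Analyses used R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, Seurat 5.3.0 and sctransform 0.4.2, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and scikit-learn 1.9.0. The choice of tests, the alternatives other than those said to be added later, and the rule for the genes named were set before the data were examined, 101 alternatives in all.

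Dry seed libraries held 554305 to 2079317 counts on genes. Genes were kept by edgeR's filterByExpr by size, which left 8234, and were tested by glmQLFit and glmQLFTest with TMM factors in one fit of the 12 libraries. Two-sided p-values were adjusted by the Benjamini-Hochberg method, with an FDR of 0.05 as the threshold. The seed pools pair the libraries of different sizes. The mean correlation of the residuals was 0.0192 between libraries of one pool and -0.00628 between pools, and a term for the pool was an alternative. Log2 CPM used a prior count of 2. Principal components were computed on the 500 most variable genes after DESeq2's rlog. The other alternatives were DESeq2's Wald test with its size factors, with and without the pool, upper-quartile factors, no filter on low counts, a mean of at least 10 counts, the 8 libraries of small and large seeds alone, and leaving out each replicate in turn. Leaving out the chloroplast and mitochondrial genes was an alternative for the sets of genes below. For the numbers of genes called it was added after seeing the data, as were thinning each library to the counts of the shallowest and leaving out replicates in the comparisons with medium seeds.

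Sets of genes were tested by camera with the preset correlation of 0.01, with fry and an estimated correlation beside it. Ribosomal protein genes were those whose product names a ribosomal protein and no kinase, methyltransferase, acetyltransferase or hydroxylase. Storage and LEA genes were those with the words seed storage albumin, cruciferin, oleosin or late embryogenesis abundant in the product. Clusters 1 and 2 and the lists of genes called between Col-0 and *dog1-4* seeds were taken from Supplemental Dataset 2 and the lists of genes called between dry seeds from Supplemental Dataset 1.

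Single seeds held 3962 to 463684 counts on genes, with a median of 100856. Genes with a mean of at least 1 count per seed were kept if the Pearson correlation between their share of the counts and the intergenic share was at most 0.3 in every condition. The paper words this filter on numbers of reads and kept 6659 genes. On raw counts it left 435 genes here, and on shares 6754. Of the 1574 genes on the lists that the study reports for single seeds, the filter on shares kept 1361 and that on raw counts 91. The filter on shares was therefore used, which departs from the wording of the paper and was chosen on seeing these numbers, and the filter on raw counts is given as an alternative. Counts summed over the seeds of a library were tested with edgeR as above, in one fit of the 4 groups of size and time point, and the change of the difference between sizes from 3d to 7d + 24h was tested as an interaction. The paper names no shared source for libraries of the same number, and a term for the number was an alternative only. Further alternatives were DESeq2, a Wilcoxon test on single seeds with a fold change over 1.2, no filter on intergenic reads, a mean of at least 0.1 count per seed, no seeds of under 20000 counts (6 seeds), thinning every seed to 20000 counts (378 seeds) and leaving out each library in turn. The p-values of the Wilcoxon test were adjusted by Seurat's Bonferroni method. They stand in for the FDR of that test in ranges over the alternatives for single seeds. Thinning in the test of the interaction and of the sets, and leaving out libraries in the test of the interaction, were added after seeing the data.

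Single-seed values were those of SCTransform (version 1) on the genes kept, and log counts per 10000 were an alternative, scaled to the genes kept or, added after seeing the data, to all genes. Signatures were means over genes, in place of the module scores and Vision scores of the study. Seeds were grouped by Ward clustering into 3 groups on 10 principal components, with 5 and 20 components and k-means as alternatives. Correlations were computed within conditions and libraries with 100000 permutations. Random lists (1000 pairs) were drawn from the genes kept with the sizes of the lists used and matched on mean expression. Differences between libraries were tested by exact two-sided permutation tests, whose smallest p is 0.1 for 3 libraries against 3, 0.0286 for 4 against 4 and 0.00216 for 6 against 6.

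The genes named are, in dry seeds, *DOG1*, *CYP707A2*, *AHG3*, *HAI2*, *PYL12*, *RDO5*, *PYL5*, *SnRK2.2*, *SnRK2.10*, *DOGL4* and *UBC21*, which the paper names, the 3 with the largest log2 fold change in each direction among genes called between small and large seeds with a mean of at least 10 CPM and one direction in all 4 pools, and the 3 with the largest change in the set's direction among the called members of the ribosomal and of the storage and LEA set. Not every gene chosen by this rule is given in the text. In single seeds they are *DOG1*, the 3 genes of lowest FDR in each direction at each time point and the 3 genes first listed in the matching sheet of Supplemental Dataset 2. *UBC21* (AT5G25760), the paper's reference gene, had a log2 fold change of -0.69 between small and large dry seeds (FDR 0.18).

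The tests were tested on simulated data made from the mean and spread of these libraries. With 200 genes changed by 1 on the log2 scale, edgeR recovered 75.5% of them in dry seeds, with 6.79% of the calls false, and 67.5% at 3d in library sums. With a change of 2 it recovered 99.5% in both. Whether libraries could be copies of one another was checked from the squared differences between their counts, which were on average at least 1.73 times those of counting noise in dry seeds and 2.20 times in single seeds.

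Isoforms of *DOG1* were not analysed here, since the counts are per gene. RT–qPCR, microscopy, germination tests and the Col-0 and *dog1-4* seeds of the earlier study were not analysed here, nor were the gene lists of the earlier study behind Figure 2C. Gene Ontology enrichment, the tSNE plot and the search for co-expressed clusters were not repeated.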

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

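The tests of a shift of a whole library along the size axis, and the test of depth for *GAI*, *RGA1* and *GA2OX2*, were chosen only after the result was seen.

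In 81 groups of replicates, 1 library lay far from the others of its group in 11 cases, where about 1 in 20 groups is expected from chance alone. Replicate 3 of the small dry seeds held 2028678 counts on genes, and the other three between 554305 and 769059. This library also had the lowest first principal component of all, -11.3. With every library thinned to the counts of the shallowest it was still the lowest, at -12.7, which argues against its depth as the whole cause. The libraries of the same seed pool were not shifted toward small seeds, with a first component of 1.60 in the medium seeds (-0.968 to 4.39 over the 4 pools) and 6.89 in the large seeds (the highest of its size), so the low value was seen in this library alone. What else sets it apart was not tested. Leaving this library out lowered the number of genes called between small and large seeds from 1209 to 750.

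For single genes, a library far from the others may reflect a shift of the whole library along the axis of seed size, for instance through the sorting. In that case its first principal component would lie away from the other libraries of its size, on the side of the gene's value. The values go with such a shift for *RDO5* in replicate 2 of the medium seeds (91.9 CPM against 131 to 138, first component -0.968, the lowest of its size), for *SnRK2.10* in replicate 4 of the medium seeds (232 CPM against 314 to 330, first component 4.39, the highest of its size), for AT1G04360 in the same library (22.4 CPM against 14.1 to 14.8), and for AT3G02480 in replicate 3 of the small seeds (2075 CPM against 783 to 959, first component -11.3). The other libraries of the same pools did not share these deviations. *RDO5* measured 90.4 CPM in the small seeds of pool 2, the highest of its size, *SnRK2.10* 363 CPM and AT1G04360 1.74 CPM, the lowest of its size, in the small seeds of pool 4, and AT3G02480 296 and 251 CPM in the medium and large seeds of pool 3. A change of a whole seed pool in one direction is therefore not seen for these 4 genes, and chance stays open.

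For another 3 values the first component lay on the other side of the mean of the other libraries of its size, by more than their SD, which argues against such a shift. They are *CYP707A2* in replicate 3 of the large seeds (37.6 CPM against 52.1 to 54.1, first component 6.89 against a mean of 6.08, SD 0.705), *PYL5* in replicate 2 of the large seeds (55.0 CPM against 38.5 to 39.6, first component 6.83 against 6.10, SD 0.733, and so only just past it) and AT5G22440 in replicate 2 of the medium seeds (19.9 CPM against 9.43 to 11.2, first component -0.968, toward small seeds, in which this gene is low). For the remaining 3 a shift stays open, since the first component lay neither past the others on the side of the gene's value nor beyond their SD on the other. They are *ATS3* in replicate 2 of the large seeds (5.04 CPM against 17.7 to 18.7, first component 6.83, toward large seeds as the gene's value is, in a library which also had the highest ribosomal protein share, 1.82%, and the lowest storage and LEA share, 15.0%, of all), *DOG1* in replicate 1 of the medium seeds (95.5 CPM against 54.2 to 55.6, first component 1.24) and AT3G02480 in replicate 4 of the large seeds (156 CPM against 248 to 260, first component 5.97). No biological explanation was tested for single libraries, and chance remains open for each.

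The difference between small and large single seeds changed from 3d to 7d + 24h in 28 genes (interaction in edgeR, FDR under 0.05), 11 with a more positive difference, small minus large, at 3d and 17 at 7d + 24h. DESeq2 called 27, of which 24 were the same genes. Of 100 splits of the libraries within time points, the real one included, 6 gave as many genes, up to 110, so chance cannot be excluded for the count. With each seed thinned to 20000 counts the count was 11. It fell to 8 without replicate 2 of the large seeds at 3d, or without replicate 2 or 3 of the large seeds at 7d + 24h, and was 15, 13 and 9 without replicates 2 and 3 of the small and 1 of the large seeds at 3d, and 11, 14 and 15 without replicates 1 and 3 of the small and 1 of the large seeds at 7d + 24h. These alternatives, other than DESeq2, were chosen after seeing the data.

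Among these genes are *GAI*, *RGA1*, *GA2OX2* and *FHL*, higher in small seeds at 3d in all 3 libraries against all 3 and not at 7d + 24h, where their log2 fold changes were -0.17, -0.25, -0.50 and -0.14 (FDR of the change between time points 0.0014, 0.0032, 0.0014 and 1.1e-04 in the fit without the intergenic filter). *GAI* and *RGA1* encode DELLA repressors of gibberellin responses and *GA2OX2* a gibberellin oxidase. This grouping was made after the values were seen. A general rise of DELLA transcripts is argued against by the other members, of which 0 were called higher in small seeds at 3d by edgeR (*RGL2* at 0.25, unadjusted p 0.050, FDR 0.46, and *RGL3* at -0.16, FDR 0.87, while *RGL1* had too few counts). The depth of the seeds is argued against by the thinned seeds, in which the 3 genes had an FDR of at most 3.3e-04. A difference between seed sizes in gibberellin responses at 3d is a candidate explanation that was not tested beyond this. In dry seeds *GAI* was not called (-0.63, FDR 0.094). The paper does not report these genes in its text.

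Chloroplast and mitochondrial transcripts, which the paper does not analyse, took 1.11% ± 0.416 (SD, n = 4) of the counts in small dry seeds, 0.574% ± 0.162 in medium seeds and 0.492% ± 0.0997 in large seeds. Small seeds differed from large and from medium seeds (exact two-sided permutation tests, p = 0.0286 each, the smallest possible), and medium against large seeds gave p = 0.429. Of 41 such genes tested, 15 were called higher in small and 4 higher in large seeds, with a median log2 fold change of 0.58. The libraries of small seeds held fewer counts, apart from replicate 3. Within sizes, the share fell with the log10 of the counts by an r of -0.595 over 12 libraries (exact permutation p 0.144), so depth as a cause cannot be told apart from seed size with these libraries. The primers capture poly(A) tails, so that organelle transcripts may be read through internal adenines, which was not tested. In single seeds the shares were 0.706% in small and 0.777% in large seeds at 3d (exact two-sided p = 0.2) and 1.05% and 0.912% at 7d + 24h (exact two-sided p = 0.3). With 3 libraries of each size 0.1 is the smallest possible p, so these tests cannot show whether the sizes differ. Leaving these genes out left 1202 genes called between small and large dry seeds, 1184 of them among the 1209.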

How the results depend on the processing

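Thinning of dry seed libraries to one depth, leaving out organelle genes in the counts of dry seeds, leaving out replicates in comparisons with medium seeds and in the test of the interaction, thinning in the tests of the interaction and of the sets, the intergenic filter on raw counts, scaling to all genes and separate parts of the counts were chosen after seeing the data.

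In total 80 results were recomputed under alternatives, giving 980 values. Of the 33 results that answer a comparison, 112 values with a replicate left out and 142 under other alternatives kept their direction and their side of the threshold, or stayed within 1.5 times the count. The rest are given below, and the cause was not tested except where the alternative itself gives it. For single genes and for counts by direction, 269 and 320 values did, 13 and 13 fell below the threshold, 22 and 31 counts moved, and 3 values passed the threshold only under an alternative (*DOGL4* with upper-quartile factors, *EXL5* with single seeds as replicates and with the library number). None of these changed direction. For 5 genes DESeq2 with the pool gave no adjusted p and no value was counted, among them *UBC21*, AT3G60730, AT1G15250 and AT5G22440.

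The number of genes differing between small and large dry seeds was 639 with DESeq2 and the pool and 326 with libraries thinned to one depth, where fewer counts and genes enter the test, and 750 to 1214 with a replicate left out, lowest without replicate 3 of the small seeds. Between small and medium seeds it was 65 with thinned libraries and 125 to 400 with a replicate left out, with 125 without replicate 4 of the medium seeds and 141 without replicate 3 of the small seeds. Between medium and large seeds it was 31 with no filter on low counts, 24 with the pool, 3 with thinned libraries and 5 to 26 with a replicate left out, with 6, 6 and 5 without replicates 1, 2 and 3 of the large seeds and 5 and 26 without replicates 2 and 4 of the medium seeds. Of the genes called between small and large seeds, 57.5% were higher in small seeds, 41.7% with upper-quartile factors, 71.1% with DESeq2, and 73.4% with DESeq2 and the pool. The median of all genes moved from -0.01 to -0.09 with upper-quartile factors, and 1017 of the 1209 genes were called with both. The share with medium seeds in between was 95.4% for the genes of Supplemental Dataset 1.

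The pool term changed no call of *DOG1* or of the gene sets in dry seeds. The first principal component of dry seeds, *DOG1*, the 4 gene sets of dry seeds and the separation of the time points in single seeds kept their direction and their side of the threshold under all alternatives run for them.

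In single seeds at 3d, 22 genes became 35 with DESeq2, 71 with single seeds as replicates, 58 without the intergenic filter, 11 with seeds thinned to 20000 counts (11 higher in small seeds and 0 in large seeds), 53 with a term for the library number, and 0 with the intergenic filter on raw counts, which left 435 genes. With a replicate left out the count was 7 to 50 (11 and 50 without replicates 2 and 3 of the small seeds, and 38 and 7 without replicates 1 and 2 of the large seeds). At 7d + 24h, 93 genes became 274 with single seeds as replicates, 396 without the intergenic filter, 301 with a term for the library number and 1 with the filter on raw counts, and 9 to 196 with a replicate left out (14, 196 and 46 without replicates 1, 2 and 3 of the small seeds, and 35, 9 and 15 without replicates 1, 2 and 3 of the large seeds). The share higher in small seeds at 7d + 24h was 57.0%, 45.6% with single seeds as replicates, 72.5% without the intergenic filter, 45.2% with a mean of at least 0.1 count, 41.9% with thinned seeds and 22.2% to 49.5% with any replicate left out, so that the majority toward small seeds did not hold when any library was left out. At 3d it was 63.6%, 100% with thinned seeds and 73.6% with a term for the library number. Between small and large libraries of the same number, the deviations from the group means had an r of 0.293, -0.0307 and 0.137 at 3d and of 0.0877, -0.0785 and -0.0964 at 7d + 24h. Between different numbers at 3d, r was -0.246 for small 1 with large 3 and -0.197 for small 3 with large 1, and at most 0.0906. At 7d + 24h it ran from -0.0717 to 0.126. Over all genes, numbers 1 and 3 at 3d therefore go with a shared effect of the number. Number 2 at 3d and the libraries at 7d + 24h do not show it. Along the third principal component, the library means did take the same places by number in all 4 conditions (for number 1 -10.6, -6.81, -13.7 and 1.87, and for number 3 7.05, 14.3, -3.48 and 10.5, in small and large seeds at 3d and at 7d + 24h). *DOG1* counts per 1000 intergenic counts were higher in large than in small seeds within each of the 3 numbers at 3d and at 7d + 24h (exact two-sided sign-flip p 0.25 at both, the smallest possible, chosen after seeing the data), and CPM within 3 numbers at 3d and 2 at 7d + 24h. Whether libraries of one number share a batch is therefore open, and the counts with and without the term stand side by side. The number of genes whose difference changes between the time points was 11 with thinned seeds and 8 to 22 with a replicate left out.

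Among the sets, only that of genes higher in *dog1-4* at 3d changed. Its median of -0.07 was past the threshold with camera and not with fry (-0.074, p 0.36) or the estimated correlation (-0.074, p 0.44), with thinned seeds (-0.096, p 0.18), or without the genes that the study lists between small and large seeds (-0.027, p 0.38), in a range of p over its alternatives of 9.5e-06 to 0.51. With a replicate left out the median was -0.21 to 0.0091, and -0.00097 (p 0.32), 0.0091 (p 0.51) and -0.036 (p 0.15) without replicate 1 or 2 of the small seeds or replicate 2 of the large seeds.

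The correlation of cluster 1 and cluster 2 signatures across seeds, large seeds at 3d, was -0.819 and became positive with log counts per 10000, at 0.398 (permutation p 0.0015) when scaled to the genes kept and 0.250 (permutation p 0.024) when scaled to all genes, the largest p over its alternatives. In the other three conditions it stayed negative. The correlation of the size and germination indices in small seeds at 3d was 0.20 (permutation p 0.051) without the genes of clusters 1 and 2, which leaves fewer genes in the size index (lowest p over its alternatives 1e-05, the smallest these permutations can give), and stayed past the threshold in the other three conditions. The differences of the tail share and of the indices between small and large seeds kept their direction under every alternative. The exact permutation tests used for them cannot reach a p of 0.05 with these libraries.

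With libraries thinned to the shallowest, *CYP707A2* (FDR 0.060, lowest over its alternatives 2.3e-05), *AHG3* (0.066, lowest 1.2e-04), *PYL5* (0.092, lowest 7.3e-04), *SnRK2.10* (0.093, lowest 0.0014), AT1G11300 (0.074, lowest 8.8e-08) and AT1G04360 (0.057, lowest 3.8e-05) fell below the threshold. In each case this was the highest FDR over the alternatives. At 20000 counts per seed so did *STO* (0.14, lowest 4.7e-07), AT5G59770 (0.50, lowest 1.8e-04), *ATH13* (0.23, lowest 3.6e-04), *TPS8* (0.43, lowest 1.3e-08), *ACR1* (0.072, lowest 7.2e-07) and AT2G29670 (0.056, lowest 3.1e-10). With replicate 3 of the small dry seeds left out, *SnRK2.10* (0.37, FDR 0.078) and AT1G15250 (-1.13, FDR 0.15) were no longer called, nor was *SnRK2.10* without replicate 3 of the large seeds (0.42, FDR 0.061). In single seeds at 3d, *ATH13* was not called without replicates 1 or 2 of the small seeds (-1.45 and -1.42) or 2 or 3 of the large seeds (-1.47 and -1.36), nor AT5G59770 without replicate 2 of the large seeds (-1.54). At 7d + 24h, *UBQ10* was not called without replicate 1 of the small seeds (-0.61) or 2 or 3 of the large seeds (-0.68 and -0.54), nor AT4G33467 without replicate 2 of the large seeds (1.22).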

Differences from the paper's values

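The scaling of principal components to 50 components was chosen only after the values were seen, and the other settings below were set before the data were examined.

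In dry seeds, 514 genes were called higher in large than in small seeds, against the paper's 248. DESeq2 gave 248, the same genes in the same direction as the paper's list. The count was also within 1.5 times the paper's with DESeq2 and the seed pool (170), without replicate 3 of the small seeds (274), and without replicate 2 (365) or 3 (352) of the large seeds. It was not with upper-quartile factors (703), no filter (467), a mean of at least 10 counts (511), the seed pool in edgeR (521), the 8 libraries of small and large seeds alone (530), or without replicates 1, 2 or 4 of the small seeds (515, 512, 471) or 1 or 4 of the large seeds (463, 427). For genes higher in small seeds, 695 against the paper's 611 were within this range. Between small and medium seeds, 96 genes were called higher in medium seeds, against the paper's 55. DESeq2 gave 55. The count was not within 1.5 times the paper's with upper-quartile factors (136), no filter (106), at least 10 counts (94) or the seed pool (107).

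In single seeds the paper's Wilcoxon test took seeds as replicates, while the library is the replicate here. At 3d, 14 genes were called higher in small seeds against the paper's 43. The alternatives within 1.5 times the paper's value were the Wilcoxon test on seeds (49), no intergenic filter (33), a term for the library number (39) and leaving out replicate 3 of the small seeds (36). Outside it were DESeq2 (25), a mean of at least 0.1 count (16), no seeds of under 20000 counts (11), thinned seeds (11) and the other replicates left out (15 and 6 without replicates 1 and 2 of the small seeds, and 24, 6 and 11 without replicates 1, 2 and 3 of the large seeds). Higher in large seeds at 3d were 8 genes against the paper's 21. Within the range were the Wilcoxon test (22), no intergenic filter (25), the library number (14), and leaving out replicate 3 of the small (14) or 1 of the large seeds (14). Outside it were DESeq2 (10), at least 0.1 count (7), no seeds of under 20000 counts (7), thinned seeds (0) and the other replicates left out (3 and 5 without replicates 1 and 2 of the small seeds, and 1 and 5 without replicates 2 and 3 of the large seeds).

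At 7d + 24h, 53 genes were called higher in small seeds against the paper's 121. Within the range were the Wilcoxon test (125), the library number (177) and leaving out replicate 2 of the small seeds (97). Outside it were DESeq2 (73), no intergenic filter (287), at least 0.1 count (38), no seeds of under 20000 counts (51), thinned seeds (26) and the other replicates left out (5 and 19 without replicates 1 and 3 of the small seeds, and 15, 2 and 4 without replicates 1, 2 and 3 of the large seeds). Higher in large seeds were 40 genes against the paper's 131. Within the range were the Wilcoxon test (149), no intergenic filter (109), the library number (124) and leaving out replicate 2 of the small seeds (99). Outside it were DESeq2 (49), at least 0.1 count (46), no seeds of under 20000 counts (40), thinned seeds (36) and the other replicates left out (9 and 27 without replicates 1 and 3 of the small seeds, and 20, 7 and 11 without replicates 1, 2 and 3 of the large seeds). Of the 71 and 274 genes of the Wilcoxon test, 56 and 203 were on the paper's lists.

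The first principal component of the single seeds held 38.3% of all variance and the second 6.48%, against the paper's values of about 63% and about 10% in Supplemental Fig. 4C, read by eye. As shares of the variance of the first 50 components they were 61.9% and 10.5%, a scale chosen after seeing the values, which changes no position of a seed and drops none of the paper's called genes.

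The paper states that the positions of seeds on the first principal components were not determined by the intergenic share, the reads or the genes detected. Within conditions, the first component was related to each of these measures, with an r of up to 0.882 in size with the log10 of counts, 0.837 with genes detected and 0.845 with the intergenic share. The paper states that *DOG1* was below the detection threshold in imbibed single seeds. At least 1 count was found in 94.3% of the seeds at 3d, although the gene was removed by the filter on intergenic reads. The paper states that *DOGL4* was lower in small dry seeds. The direction was the same here, at -0.49 (FDR 0.071), past the threshold only with upper-quartile factors (FDR 0.033, of a range of 0.033 to 0.73).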

Other observations

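The counts of other splits other than that for the change between time points, and the tests of depth for the comparison of medium with large seeds and for the first component at each time point, of *DOG1* against intergenic reads between time points, of random lists without cluster genes and of the scaling of cluster 2 were chosen only after the result was seen.

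Splitting the same libraries in every other way asks how often chance alone gives as large a result. The number of genes called was compared over 35 splits for each pair of dry seed sizes. For small and large, small and medium, and medium and large, 1, 1 and 1 split was as large, the real one. Any other split gave at most 1, 124 and 7 genes. This argues against chance but cannot exclude it. The fewest possible is 1 of 35, and the results were not adjusted for their number. Between medium and large seeds the margin was narrow, 12 genes against 7. Chance is likewise argued against for storage and LEA genes (1 of 35) and cluster 2 (1 of 35). For ribosomal protein genes and cluster 1, 3 of 35 splits were as large, so the splits leave chance open for the test of the set. Among the 8 splits that part all 4 seed pools, the real one alone was as large for each. The other splits put libraries of one pool on the same side and kept 3 libraries of each size together. The shares of counts, examined afterwards, did not overlap between sizes, with 1.05% to 1.10% in small and 1.57% to 1.82% in large seeds for ribosomal protein genes and 1.77% to 1.95% and 2.54% to 2.97% for cluster 1 (exact two-sided permutation tests, n = 4, p = 0.0286 each, the smallest possible). For the shares this argues against chance. In single seeds, 3 libraries against 3 give 10 splits and cannot exclude chance. As large a result was found in 2 splits for the genes called at 3d (287 genes in the other), 6 for genes higher in *dog1-4* at 3d, 1 for genes higher in Col-0 at 3d, and 1 each at 7d + 24h for the genes called (at most 0 genes in any other split by edgeR), genes higher in *dog1-4* and genes higher in Col-0. The split with 287 genes set replicates 1 and 2 of the small and 1 of the large seeds against the rest.

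Medium dry seeds differed from small seeds in more genes (289) than from large seeds (12). Unequal depth is argued against as the whole cause, since with libraries thinned to one depth 65 genes differed between small and medium seeds and 3 between medium and large seeds. The paper does not comment on this asymmetry. The boundaries used for sorting may place medium seeds nearer to large seeds, which was not tested.

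*DOG1* counts in single seeds might stem from intergenic background such as genomic DNA. Between the time points this is argued against, since *DOG1* counts per 1000 intergenic counts fell from 3d to 7d + 24h (exact p 0.00216, the smallest possible). For the higher value in large than in small seeds at 3d (96.8 against 61.7 CPM of all counts on genes) it stays open, since the same ratio gave an exact two-sided p of 0.5 with 3 libraries of each size, which are too few to decide. In dry seeds *DOG1* was higher in small seeds.

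Libraries of one condition differed in single seeds. Along the third principal component, 57.5% of the variance within conditions lay between libraries, where chance gives 1.99%. With seeds thinned to one depth it was 68.1%, and with the trend with intergenic reads removed 58.6%, which argues against both as the cause. The paper gives no batch other than the library. Along the first and second components these shares were 4.24% and 1.80%. The log2 fold changes between small and large seeds at 3d and 7d + 24h had an r of 0.107 and a rho of 0.153 across the 6754 genes, which are not independent replicates, and 1 gene was called at both, in the same direction.

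The correlation of the size and germination indices could arise for any lists of genes, since one gradient runs through the seeds. For the lists as they are, this is argued against by the random lists, at most 0.2% of which gave as large an r in a condition. Without the genes of clusters 1 and 2 in the size index, 34.5% of random lists gave as large an r of either sign with library means removed, and 8.4% with the same sign, so any lists of genes could give this remaining relation. In large seeds at 3d only 0.7% of random lists did, which argues against this for that condition, while in small seeds at 3d and in small and large seeds at 7d + 24h 29.1%, 41.9% and 56.6% did with either sign and 6.2%, 11.7% and 15% with the same sign. Depth is argued against as the whole cause, since with seeds thinned to one depth the mean r within conditions was 0.642, against 0.820 before. At 3d r fell from 0.624 to 0.357 in small and from 0.814 to 0.457 in large seeds, and at 7d + 24h from 0.921 to 0.867 and from 0.920 to 0.889, so at 3d depth may account for part of it, though thinning also adds noise. Noise of counting as the source of the spread between seeds is not excluded by parting the counts. Random parts gave a median r of 0.837 for the size index (0.247 to 0.958 over the libraries) and 0.954 for the germination index. The counts are of reads, and copies of one molecule can fall in both parts, so this test leaves the sampling of molecules open. For cluster 1 at 7d + 24h, noise falling on each gene by itself is argued against as the whole source. With cluster 1 and ribosomal protein genes left out of the grouping, the cluster 1 signature was 3.00 ± 0.0720 (SD, n = 6 libraries) in the tail. In the head it was 2.34 ± 0.0811, and the tail was higher in 6 of 6 libraries. The size index and the seeds at 3d were not tested in this way.

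The larger ribosomal protein share in the tail might result from forming the groups on the same genes. This is argued against, since the share was higher in the tail by at least 9.40 percentage points in each of the 6 libraries, with all genes or without the ribosomal protein genes in the grouping. The lower cluster 2 signature in the tail may be a consequence of scaling to the genes that pass the filter. As a share of all counts it was higher in the tail in 2 libraries of 6, with no clear difference (exact two-sided p 0.688), as scaling to the genes that pass the filter would give. A fall of the absolute level of these transcripts was not tested.

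The relation of the first component to depth within conditions may be due to sampling depth entering the values. At 3d this goes with the thinned seeds, where the largest r with the original counts in size was 0.249. At 7d + 24h it is argued against, since r stayed at up to 0.532, or 0.876 of its value before thinning in small seeds, so depth does not account for the relation over all conditions. Seeds further along the first component at 7d + 24h may hold more RNA, which was not tested.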
